# The developmental regulator PKL is required to maintain correct DNA methylation patterns at RNA-directed DNA methylation loci

**DOI:** 10.1186/s13059-017-1226-y

**Published:** 2017-05-31

**Authors:** Rong Yang, Zhimin Zheng, Qing Chen, Lan Yang, Huan Huang, Daisuke Miki, Wenwu Wu, Liang Zeng, Jun Liu, Jin-Xing Zhou, Joe Ogas, Jian-Kang Zhu, Xin-Jian He, Heng Zhang

**Keywords:** Non-coding RNA (ncRNA), ATP-dependent chromatin remodeling, DNA methylation, RNA-directed DNA methylation (RdDM)

## Abstract

**Background:**

The chromodomain helicase DNA-binding family of ATP-dependent chromatin remodeling factors play essential roles during eukaryote growth and development. They are recruited by specific transcription factors and regulate the expression of developmentally important genes. Here, we describe an unexpected role in non-coding RNA-directed DNA methylation in *Arabidopsis thaliana*.

**Results:**

Through forward genetic screens we identified *PKL*, a gene required for developmental regulation in plants, as a factor promoting transcriptional silencing at the transgenic *RD29A* promoter. Mutation of *PKL* results in DNA methylation changes at more than half of the loci that are targeted by RNA-directed DNA methylation (RdDM). A small number of transposable elements and genes had reduced DNA methylation correlated with derepression in the *pkl* mutant, though for the majority, decreases in DNA methylation are not sufficient to cause release of silencing. The changes in DNA methylation in the *pkl* mutant are positively correlated with changes in 24-nt siRNA levels. In addition, *PKL* is required for the accumulation of Pol V-dependent transcripts and for the positioning of Pol V-stabilized nucleosomes at several tested loci, indicating that RNA polymerase V-related functions are impaired in the *pkl* mutant.

**Conclusions:**

*PKL* is required for transcriptional silencing and has significant effects on RdDM in plants. The changes in DNA methylation in the *pkl* mutant are correlated with changes in the non-coding RNAs produced by Pol IV and Pol V. We propose that at RdDM target regions, *PKL* may be required to create a chromatin environment that influences non-coding RNA production, DNA methylation, and transcriptional silencing.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1226-y) contains supplementary material, which is available to authorized users.

## Background

DNA methylation is an important epigenetic modification that is associated with heterochromatin formation and transcriptional gene silencing. Plant DNA methylation occurs in three different sequence contexts: CG, CHG, and CHH (H = A, C, T). DNA methylation patterns are faithfully replicated from generations to generations [1]. Maintenance of CG methylation requires the DNA methyltransferase MET1 [2, 3] and the VIM/UHRF1 proteins [4, 5], which function at the DNA replication foci to copy methylation from the parent strand to the daughter strand. Maintenance of CHG methylation requires the DNA methyltransferase CMT3 [6] and the histone methyltransferase KYP/SUVH4, SUVH5, and SUVH6 [7], through a positive feedback loop that involves H3K9me2 [8, 9]. The RNA-directed DNA methylation (RdDM) pathway (recently reviewed in [10, 11]) and another DNA methyltransferase CMT2 [12, 13] are required to maintain CHH methylation.

RdDM is also required for de novo methylation in all three sequence contexts [6]. Genetic screens and biochemical approaches have identified more than 40 proteins involved in RdDM thus far [10]. RdDM requires two classes of non-coding RNAs: the 24-nucleotide (24-nt) small interfering RNAs (siRNA) whose production is initiated by RNA polymerase IV (Pol IV) and the scaffold RNAs that is generated by RNA polymerase V (Pol V). Both Pol IV and Pol V evolved from RNA polymerase II and the three share six common subunits out of 12 [11, 14, 15]. Loading of siRNAs into the Argonaute (AGO4/6) proteins and base pairing between the siRNAs and scaffold RNAs are believed to provide the target information for de novo methylation by DRM2 [16].

RdDM is involved in many biological processes, including repression of transposon activity, response to biotic and abiotic stresses, paramutation, establishment of methylation patterns during reproduction (recently reviewed in [10]). Despite its important functions in de novo methylation, most Arabidopsis *RdDM* mutants do not have obvious developmental phenotypes. Indeed, only *rdm4/dms4* exhibits developmental defects among all the RdDM mutants reported in Arabidopsis [17, 18]. In addition to being a transcriptional regulator of Pol IV and Pol V, RDM4/DMS4 is also involved in Pol II function, thus influencing the expression of developmentally important genes [18].

ATP-dependent chromatin remodeling factors belong to the SF2 superfamily of DNA helicases [19]. As the name suggests, they utilize energy from ATP hydrolysis to modify the conformation of nucleosomes and chromatin. In vivo they usually exist in the form of multi-subunit protein complexes [20]. A comprehensive phylogenetic analysis using the ATPase domain sequences identified seven large groups and 24 subfamilies in all eukaryotes [19]. The Arabidopsis genome contains members in 18 out of these 24 subfamilies. At least four subfamilies have been suggested to function in DNA methylation regulation but their molecular mechanisms remain to be clarified. DDM1, the first remodeling factor that was identified to affect DNA methylation in plants, plays a major role in promoting transposon methylation. Loss of *DDM1* leads to elimination of almost all DNA methylation in heterochromatic regions [21]. DDM1 facilitates DNA methylation by assisting DNA methyltransferases to access the most repressed chromatin [12]. The plant-specific DRD1 subfamily is specialized for the RdDM pathway. The six-member subfamily contains four CLSY proteins and two DRD proteins. DRD1 is part of a three-component complex called DDR (DRD1/DMS3/RDM1) that assists in RNA Pol V transcription [22–24]. The function of its closest homolog DRD2 remains unclear. CLSY1 is required for siRNA accumulation and is believed to have a role in assisting Pol IV transcription [25]. The interactions between Pol IV and CLSY and between Pol V and DRD were detected in both Arabidopsis and maize [23, 26–28]. In addition, a SWI/SNF complex that belongs to the Snf2 subfamily functions downstream of Pol V-generated scaffold RNAs through its interaction with the IDN complex and promotes methylation of RdDM targets [29]. Recently the ETL1/CHR19 remodeler and two proteins of the five-member Ris1 subfamily, FRG1/CHR27 and FRG2/CHR28, were also found to be required for DNA methylation and silencing at some RdDM loci [30, 31].

PKL belongs to the Mi-2/CHD3 subfamily of ATP-dependent chromatin remodelers [19, 32]. PKL was originally identified as a factor that is required to repress embryonic traits during seed germination and to facilitate the transition from embryonic phase to vegetative phase of plants [33]. Later it was identified in multiple suppressor screens and was found to be involved in establishment of carpel polarity, initiation of lateral roots, and promoting hypocotyl cell elongation during skotomorphogenesis [34–36]. The *pkl* mutant exhibits pleiotropic defects including semi-dwarfism, reduced apical dominance, decreased root meristem activity, and other developmental phenotypes [33, 37]. PKL may also play a role in integrating hormone signaling during plant development [33, 38]. PKL mainly exists as a monomer in plant cells, and it exhibits in vitro nucleosome remodeling activity [32]. In contrast, its animal homolog Mi-2 forms stable complexes with histone deacetylases (HDAC) called NURD, which account for the highest HDAC activity in human cells [39–42]. Although Mi-2/CHD3 proteins mainly function as a transcriptional co-repressor, instances of these proteins being recruited by specific transcription factors and functioning as transcription co-activator were also reported in specific cell types [43, 44]. Similarly, PKL functions as a transcriptional repressor in many cases and is required to promote H3K27me3, a repressive histone modification typically associated with tissue-specific genes [45, 46], but it was also found that PKL could promote the transcription of specific genes by interacting with transcriptional activators [36]. Overall the CHD3-type chromatin remodeling factors are employed as transcriptional co-regulators in many important developmental processes [47].

Besides developmental genes, PKL was also found to bind directly to certain transposable elements [45], although microarray-based transcriptome analyses did not identify significant overlaps with other DNA methylation mutants [46]. Thus, whether and how PKL functions in heterochromatic regions remain largely unknown. In this study, we identified a role of PKL in RNA-directed DNA methylation. In genetic screens searching for mutants defective in transcriptional silencing of the *pRD29A-LUC* transgene, we identified two alleles of *rdm18*, both of which showed defects in DNA methylation and silencing of a subset of classical RdDM target loci. Map-based cloning revealed that the *rdm18* mutations reside in the *PKL* gene. Based on whole genome DNA methylation, small RNA, and transcriptome analyses, we propose that PKL may create a chromatin environment that influences non-coding RNA transcription, DNA methylation, and transcriptional silencing through its nucleosome remodeling activity. These results reflect the complexity in transcriptional regulation of non-coding RNAs and show that the developmentally important chromatin remodeler PKL also plays a role in RNA-directed DNA methylation.

## Results

### RDM18 is required for silencing of the pRD29A-LUC transgene

The *RD29A* promoter is abiotic stress responsive and is activated when the plant is under cold or salinity. We previously showed that the transcriptional activity of a *pRD29A-LUC* transgene is regulated by DNA methylation [48]. The 5-methylcytosine DNA glycosylase ROS1 is required to prevent DNA methylation at the *RD29A* promoter and allows gene activation [49]. By screening for mutants that regain luminescence signals in the *ros1-1* mutant background, a number of factors that are involved in RNA-directed DNA methylation (RdDM) were identified [50]. From a T-DNA mutagenized pool of *ros1-1*, we identified a mutant named *rdm18-1* that exhibited strong luminescence signals after cold treatment (Fig. 1a). The *rdm18-1* mutant also exhibited developmental defects including dwarfism, late flowering, small and curled leaves, and severely reduced fertility (Fig. 1b). In a separate ethyl methanesulfonate (EMS) mutagenized pool, we identified a second *rdm18* mutant allele (*rdm18-2*) that exhibited increased luminescence signals, as well as similar developmental defects as *rdm18-1* (Fig. 1a and b). The intensity of the luciferase signal in *ros1 rdm18* double mutants is comparable to that of *ros1 nrpe1*, which serves as a positive control (Fig. 1a). In order to determine whether *rdm18-1* and *rdm18-2* are allelic, we made crosses between the two mutants. The F1 plants also exhibited increased luminescence signals and various developmental defects as the parents, indicating that the two mutations reside in the same gene (Fig. 1c).

**Fig. 1:**
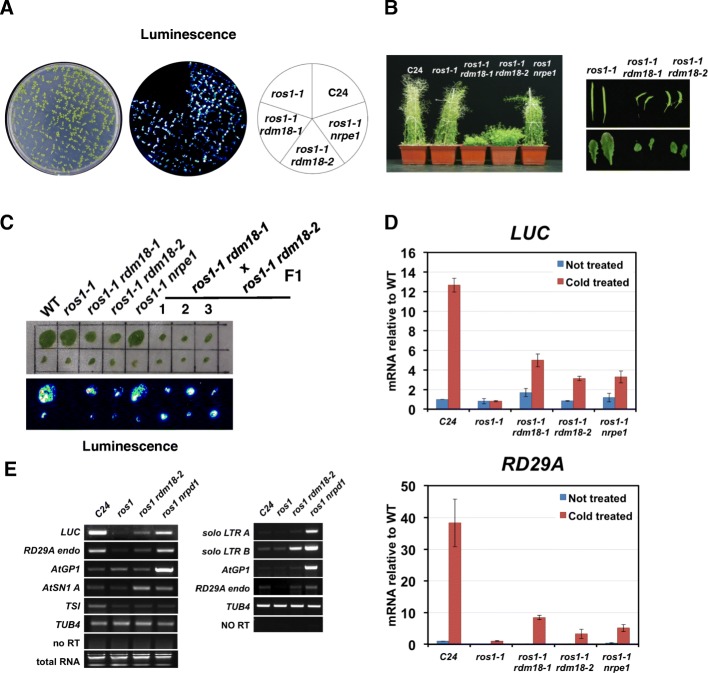
*RDM18* promotes transcriptional gene silencing at RdDM loci. **a** Bioluminescence phenotype of two-week-old *ros1 rdm18* seedlings. **b** The *ros1 rdm18* mutants exhibit multiple developmental defects. Shown in the figure includes dwarfism, short and curled siliques, and small leaves (eight-week-old plants). **c** Bioluminescence phenotype of F1 plants generated from crosses between *ros1-1 rdm18-1* and *ros1-1 rdm18-2*. Cauline leaves from six-week-old plants were used for the analyses. **d** Transcript levels of the *pRD29A-LUC* transgene and endogenous *RD29A* gene examined by quantitative reverse transcription polymerase chain reaction (qRT-PCR). Relative transcript levels were shown with non-treated C24 set to one. *Error bars* indicate standard deviations calculated from three biological replicates. **e** Transcript levels of typical RdDM loci measured by RT-PCR. Two independent RT-PCR experiments were performed and the results are shown in two separate panels. *LUC:* transgene *pRD29A-LUC*, *RD29A endo:* endogenous *RD29A* gene. Ethidium bromide stained agarose gel (total RNA) and no reverse transcriptase PCR (no RT) serve as the loading control and the negative control respectively

We observed changes at the transcript level for both the transgenic *pRD29A-LUC* and endogenous *RD29A* genes. Quantitative reverse transcription polymerase chain reaction (qRT-PCR) identified substantially higher levels of *LUC* transcripts in *ros1-1 rdm18* mutants compared to *ros1-1* (Fig. 1d). The EMS induced *rdm18-2* mutant seems to be a weaker allele because its luciferase signals are weaker compared to *ros1-1 rdm18-1* (Fig. 1a) and the adult plants are slightly taller than *ros1-1 rdm18-1* (Fig. 1b). We also observed less *LUC* transcripts in *ros1-1 rdm18-2* than in *ros1-1 rdm18-1* (Fig. 1d). Similar to previously identified RdDM mutants, the endogenous *RD29A* gene also showed released silencing in the *ros1-1 rdm18* double mutants compared to *ros1-1* (Fig. 1d).

In addition to the *pRD29A-LUC* transgene, the same T-DNA insertion also contains a *p35S-NPTII* (neomycin phosphotransferase) transgene, which is expressed in wild-type (WT) C24 plants and confers kanamycin resistance. When the *ROS1* gene is mutated, the *35S* promoter gained more DNA methylation and became silenced [49]. We examined whether *RDM18* could also play a role in the silencing of the *NPTII* gene. The *ros1-1* plants are sensitive to kanamycin, while the *rdm18-1 ros1-1* mutant is partially resistant (Additional file 1: Figure S1A). Due to the severe developmental defects, the *ros1-1 rdm18* seedlings are generally much smaller on the plate (Additional file 1: Figure S1A). Consistent with the partial gain of kanamycin resistance, we observed elevated levels of *NPTII* transcript in the *ros1-1 rdm18-1* double mutant compared to *ros1-1* (Additional file 1: Figure S1B). This is different from classical RdDM components such as *NRPD1* and *NRPE1*, which are not required for the silencing of the *NPTII* gene in the *ros1* background [51].

We next examined other genomic loci that are also regulated by RdDM. Using RT-PCR, we detected increased levels of transcripts at *AtSN1* and *soloLTR B* in the *ros1 rdm18* double mutants compared to *ros1* (Fig. 1e). However, no changes were observed for *AtGP1* or *TSI* (Fig. 1e).

In summary, we identified two *rdm18* alleles that showed defects in silencing of the *pRD29A-LUC* transgene and some endogenous RdDM targets. Different from previously identified RdDM mutants, *RDM18* is required for multiple developmental processes and also plays a role in promoting silencing of the *p35S-NPTII* transgene.

### RDM18 is required for DNA methylation at selected RdDM targets

In order to test the involvement of *RDM18* in DNA methylation regulation, we measured DNA methylation levels of both transgenic and endogenous RdDM targets using multiple methods. Sodium bisulfite sequencing revealed mild decreases in non-CG methylation levels at the transgenic *RD29A* promoter in *ros1-1 rdm18* double mutants compared to *ros1-1* (Additional file 1: Figure S2A). However no consistent changes at the endogenous *RD29A* promoter were observed (Additional file 1: Figure S2A). Decreases in non-CG methylation were detected at the *AtSN1* transposon in the *ros1-1 rdm18* mutant (Additional file 1: Figure S2B), correlated with released silencing of this locus (Fig. 1e). However, at two other known RdDM loci, *AtMu1* (a MULE transposon) and *MEA-ISR* (*MEDEA INTERSTITIAL SUBTELOMERIC REPEATS*), no changes in DNA methylation levels were found (Additional file 1: Figure S2C).

We used southern blotting to examine DNA methylation levels at the 5S ribosomal DNA repeats and centromeric regions. The *ros1-1 rdm18* mutant showed slightly reduced DNA methylation at the 5S rDNA repeats, albeit not to the same level as in *ros1-1 nrpd1* (Additional file 1: Figure S2D). Mutation of *RDM18* had no effect on the methylation levels of 180-bp centromeric repeats, similar to the *ros1-1 nrpd1* control (Additional file 1: Figure S2E).

The expression level of the demethylase gene *ROS1* is significantly decreased in plants that are defective in DNA methylation [52–54]. A methylation monitoring sequence (MEMS) was found within the promoter region of *ROS1*, methylation of which correlated with increased *ROS1* expression [54, 55]. Thus, the transcript level of *ROS1* may serve as an indicator of the DNA methylation activity in the cell. We observed a threefold to fourfold decrease of *ROS1* transcripts in *ros1-1 rdm18* mutants, similar to that in *ros1-1 nrpe1* (Additional file 1: Figure S2F). Overall these results indicate that *RDM18* is required for proper DNA methylation at some RdDM loci.

### Map-based cloning of RDM18

We used map-based cloning to identify the causal mutation in both *rdm18* alleles. We narrowed the *rdm18-1* mutation down to a ~110-kb region on chromosome 2 (Fig. 2a). Screening of genes with decreased expression in that region identified *PICKLE* (*PKL*, At2g25170), a chromatin remodeling factor gene involved in multiple developmental processes. Consistent with the observation that *rdm18* mutants exhibit severe developmental defects, pleiotropic developmental phenotypes of the *pkl* mutant was reported [33, 34]. However, the *pkl-1* mutant, which was a strong loss-of-function mutant allele from the *Col* ecotype, was taller and produced more seeds, indicating that different genetic backgrounds of *C24* and *Col* may contribute to the difference.

**Fig. 2:**
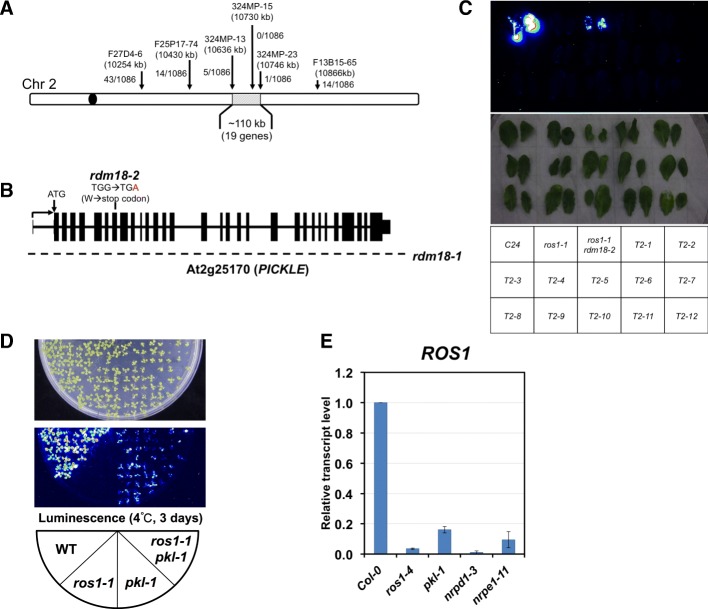
Map-based cloning of the *rdm18* mutations. **a** A *diagram* showing the mapped genomic region of *rdm18-1*. Genetic markers and their positioning on the chromosome are indicated on top of the *arrow*. **b** A *diagram* showing the gene structure of *PKL* and mutations identified in the *rdm18* mutants. The *dashed line* indicates a whole gene deletion identified in the *rdm18-1* mutant. **c** Bioluminescence phenotype of the T2 plants from the PKL-FLAG transformation of *ros1-1* (–/–) *rdm18-2* (+/–) plants. **d** The *pkl-1* mutation released silencing at the *RD29A* promoter in the *ros1-1* background. The F3 seedlings with indicated genotypes from *pkl-1* (Col) x *ros1-1* (C24) crosses were subjected to luminescence imaging after cold treatment for three days. **e** The transcript level of the *ROS1 gene* decreases in the *pkl-1* mutant. Relative transcript level measured by real-time PCR is shown and the level in WT (Col-0) is arbitrarily set to 1. *Error bars* represent standard deviations calculated from three biological replicates

T-DNA insertion in the *rdm18-1* mutant caused a deletion that spans at least the whole PKL gene body, as using 15 primer pairs that tiled the gene body failed to generate any PCR products (Fig. 2b; data not shown). The mutation of *rdm18-2* is a G-A point mutation in the eighth exon of the PKL gene, which changes a tryptophan residue (W342) to a premature stop codon in the protein sequence (Fig. 2b).

In order to further confirm that the *rdm18* mutations reside in *PKL*, we transformed the *rdm18* mutants with constructs that contain the *PKL* genomic DNA fragment. Due to severe fertility phenotype of *rdm18* mutants, we failed to generate any complementation lines despite multiple attempts. Thus, we transformed the *PKL-FLAG* genomic constructs [45] into *ros1-1 +/+ rdm18-2 +/–* plants, which were generated by crossing *ros1-1 rdm18-2* to *ros1-1*. The *rdm18-2* allele was used because the point mutation allowed us to distinguish homozygous from heterozygous alleles. After transformation, we obtained two T1 plants that were heterozygous for the *rdm18-2* mutation. In the following T2 generation, we selected glufosinate-resistant plants for genotyping. Though genotyping confirmed that the presence of *PKL-FLAG* transgene and that the *rdm18-2* mutation segregated (data not shown), all the plants exhibited no luciferase signals or developmental defects (Fig. 2c), indicating the presence of the *PKL-FLAG* transgene complemented the mutant phenotype.

We also crossed *pkl-1* (in the Col background) to *ros1-1* (in the C24 background) to confirm that *pkl-1 ros1-1* could recapitulate the mutant phenotype of *ros1-1 rdm18*. We examined the phenotype in F3 progenies of the cross. We found that in homozygous *pkl-1* or *pkl-1 ros1-1* plants containing the *pRD29A-LUC* transgene emitted luminescence signals whereas *ros1-1* plants did not (Fig. 2d), indicating that the *pkl-1* mutation could suppress the silencing of *pRD29A-LUC* in the *ros1-1* mutant background.

We also examined the *ROS1* transcript level in the *pkl-1* mutant using qRT-PCR. Similar to those in *nrpe1* and *rdm18* mutants (Additional file 1: Figure S2F), *ROS1* transcripts decreased to less than 20% of WT level in the *pkl-1* mutant (Fig. 2e). These results indicate that the mutation of *PKL* is responsible for the silencing defects of *pRD29A-LUC* and that the mutation affects *ROS1* expression.

### PKL is required for proper methylation of RdDM target loci

To gain a full picture of the effect of PKL on DNA methylation, we performed whole-genome bisulfite sequencing using 14-day-old *pkl-1* seedlings (Col ecotype). Mutants of two core components of the RdDM pathway, *nrpd1-3* and *nrpe1-11*, were included as controls. *NRPD1* and *NRPE1*, respectively, encode the largest subunits of RNA polymerase IV and V. By comparing to the WT control, we identified 2641, 7265, and 6948 hypo differentially methylated regions (hypoDMRs) in *pkl*, *nrpd1*, and *nrpe1*, respectively. The average size of *pkl* hypoDMRs is smaller than those of *nrpd1* and *nrpe1* hypoDMRs (315 versus 436 and 433). Most of the hypoDMRs identified in *nrpd1* or *nrpe1* located to transposable elements (TEs) while hypoDMRs identified in *pkl* located more evenly to genes, TEs, and intergenic regions (Fig. 3a). Examination of the *pkl* hypoDMRs in the genome browser revealed loci where only non-CG methylation were reduced, as well as loci where DNA methylation was lost in all sequence contexts (Additional file 1: Figure S3A). Indeed, heatmap illustration of DNA methylation levels in all the 2641 *pkl* hypoDMRs indicated that both CG and non-CG methylation were reduced but rarely eliminated in the *pkl* mutant, while mutations in Pol IV or Pol V (*nrpd1* or *nrpe1*) resulted in elimination of CHH methylation and severe reduction of CHG methylation at most loci (Fig. 3b and Additional file 1: Figure S3B), indicating that RdDM activity is required to maintain CHH methylation at those regions. We thus analyzed the CHH methylation specifically [56]. We identified 12,394 and 12,010 hypomethylated CHH regions in *nrpd1* and *nrpe1*, respectively, and 11,136 (94.4%) were shared between the two mutants (Fig. 3c). Among the 6670 regions that showed significant reduction in CHH methylation in the *pkl* mutant, 91.7% (6117/6670) of them were also identified in *nrpd1* or *nrpe1* (Fig. 3c), indicating the majority of CHH hypoDMRs of *pkl* are RdDM targets. In most of the regions decreases in CHH methylation in *pkl* were not as dramatic as in *nrpd1* or *nrpe1*, but the 347 *pkl* unique regions exhibited significantly lower CHH methylation levels in *pkl* compared to *nrpd1* or *nrpe1* (Additional file 1: Figure S3C).

**Fig. 3:**
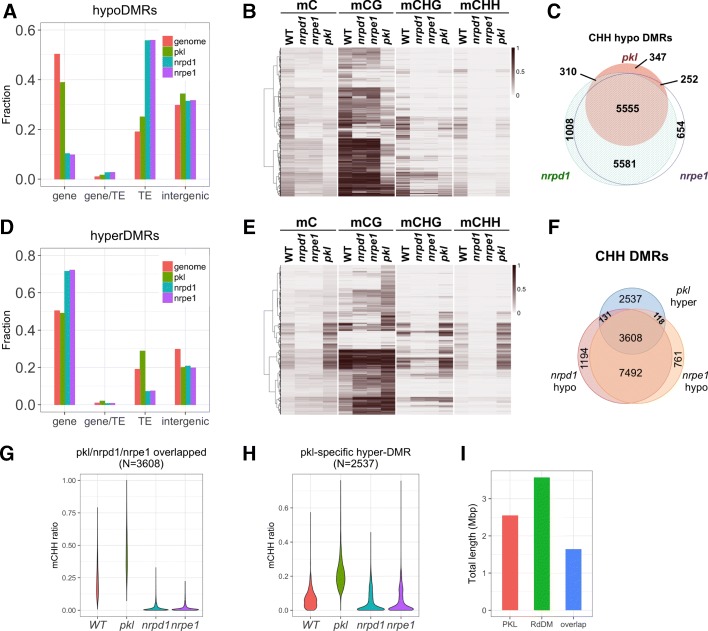
PKL affects DNA methylation levels at RdDM target loci. **a** Distribution of hypo differentially methylated regions (hypoDMRs) on genomic features. The Arabidopsis genome (TAIR10) was divided into four non-overlapping features based on the genome annotation. “gene/TE” represents genomics regions annotated as both genes and TEs. **b** *Heatmap* showing the DNA methylation levels at hypoDMRs identified in *pkl*. **c** Overlaps among CHH hypoDMRs identified in *pkl*, *nrpd1*, and *nrpe1*. The size of the *circle* is proportional to the number of DMRs identified in each mutant. **d** Distribution of hyperDMRs on the four non-overlapping genomic features. **e** *Heatmap* of the DNA methylation levels at hyperDMRs identified in *pkl*. **f** Overlaps among CHH hyperDMRs identified in *pkl* and CHH hypoDMRs identified in *nrpd1* or *nrpe1*. **g** *Violin plot* showing the distribution of CHH methylation levels at the 3608 *pkl* hyperDMR regions that are also identified as hypoDMRs of *nrpd1* and *nrpe1* (Fig. 3f). **h** *Violin plot* showing the distribution of CHH methylation levels at the 2537 *pkl-*specific hyperDMR regions (Fig. 3f). **i** Total lengths of mCHH DMRs identified in the *pkl* mutant (PKL), the *nrpd1* and *nrpe1* mutants (RdDM), and the overlapped regions between the two

We also identified 4210 hyperDMRs in the *pkl* mutant, a higher number than the 2493 and 2715 hyperDMRs identified in *nrpd1* and *nrpe1*, respectively. HyperDMRs of *nrpd1* and *nrpe1* showed preferences for genes instead of TEs or intergenic regions, while hyperDMRs of *pkl* were more likely distributed to TEs, but not intergenic regions (Fig. 3d). We observed increases of DNA methylation levels in CG, CHG and CHH contexts in *pkl* hyperDMRs (Fig. 3e and Additional file 1: Figure S3B). However non-CG methylation was dependent on *NRPD1* or *NRPE1* in most of those regions (Fig. 3e and Additional file 1: Figure S3B), suggesting that the majority of hyperDMRs identified in *pkl* are also RdDM loci. Most of the *pkl* hyperDMRs already contained low levels of DNA methylation in WT plants (Fig. 3e). This was confirmed by visual inspection of the *pkl* hyperDMRs in the genome browser (Additional file 1: Figure S3D). More than 56% (3608/6394) of the CHH hyperDMRs identified in *pkl* overlapped with the CHH hypoDMRs of *nrpd1* and *nrpe1* (Fig. 3f). Compared to the WT, in the 3608 *pkl*/*nrpd1*/*nrpe1* overlapped regions, CHH methylation decreased to basal levels in *nrpd1* and *nrpe1*, whereas the methylation was significantly higher in *pkl* (Fig. 3g). In the 2537 *pkl*-specific regions, we also observed a decrease of CHH methylation in *nrpd1* and *nrpe1* (Fig. 3h). Those regions were not identified as hypoDMRs in *nrpd1* or *nrpe1* because in WT plants the majority of those regions had significantly lower CHH methylation levels than the overlapped regions (Fig. 3g; see Methods). Thus, the results indicated that the majority of differentially methylated regions of *pkl*, whether with increased or decreased DNA methylation, are RdDM target loci.

The total length of CHH DMRs of *pkl* added up to 2.55 Mbp, whereas the total length of RdDM loci, defined by CHH DMRs identified in both *nrpd1* and *nrpe1*, was 3.57 Mbp (Fig. 3i). The overlap between the two was 1.64 Mbp, indicating that at least 46% of the RdDM loci were affected by *PKL*. Overall the results above demonstrated that *PKL* is an important factor that is required to maintain the correct methylation pattern in roughly half of the genomic regions regulated by RdDM.

### PKL affects genome-wide 24-nt siRNA levels

We next tested whether PKL could influence DNA methylation by affecting 24-nt siRNA levels. First, we used northern blotting to examine the 24-nt siRNAs generated from the *RD29A* promoter. While *pRD29A* specific siRNAs were undetectable in the *ros1-1 nrpd1* mutant, their levels in *ros1-1 rdm18-1* and *ros1-1 rdm18-2* were comparable to those in WT and *ros1-1* plants (Additional file 1: Figure S4A), indicating that *RDM18/PKL* is not required for siRNA accumulation at the *RD29A* promoter.

We also examined siRNA levels at other endogenous RdDM loci using small RNA northern blotting. The methylation level at *AtSN1* was dependent on *RDM18*/*PKL* (Additional file 1: Figure S2B) and we also found a decrease in siRNA levels at this locus in the *ros1-1 rdm18-2* mutant (Additional file 1: Figure S4B). However, for another locus, *soloLTR*, where DNA methylation level also decreased in *pkl*, no changes in siRNA levels were observed (Additional file 1: Figure S4B). For the other two loci where we did not detect changes in DNA methylation levels in *rdm18*, *AtMu1*, and *siRNA1003*, no significant changes in siRNA levels were detected either (Additional file 1: Figure S4B), though siRNA levels did decrease in the *ros1-1 nrpe1* plants. As a control, neither *tasiRNA255* nor *miRNA171* was affected by the *rdm18* or *nrpe1* mutation (Additional file 1: Figure S4B).

We next performed small RNA sequencing to understand the genome-wide changes in siRNA levels in the *pkl* mutant. 

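Small RNA libraries were made from 2-week-old WT, *pkl-1*, *nrpd1-3*, and *nrpe1-11* seedlings, with 3 replicates of each of the 4 genotypes. *NRPD1* and *NRPE1* encode the largest subunits of Pol IV and Pol V, so *nrpd1* and *nrpe1* serve as mutants of the 2 polymerases of RdDM. The paper gives 16 h of light per day for the seedlings, and the sample labels give 12 h. The authors purified RNA of 18 to 30 nt from a gel, removed adapters and bases with a quality under 30, discarded reads of annotated structural RNAs and mapped the remaining reads to the TAIR10 genome. They counted the 24-nt reads in each 100-bp bin and divided the counts by all mapped reads of the library, so that each deposited value is in RPTM, the paper's unit scaled to a fixed number of mapped reads. The denominator holds reads of all lengths from 18 to 30 nt, and a loss of 24-nt siRNAs therefore raises the RPTM of every other sequence in the same library. In each of the 12 libraries, 100% of the values were whole multiples of the value of 1 read, which gives the reads behind every bin and the total of mapped reads. Mapped reads ranged from 7164212 to 12390784 in WT (median 7861959), from 6967335 to 10087448 in *pkl* (median 7172095), from 5598380 to 8955989 in *nrpd1* (median 6725963), and from 6116124 to 6648631 in *nrpe1* (median 6208260). The analysed bins held from 1163261 to 1961764 24-nt reads in WT (median 1238825), from 940928 to 1115179 in *pkl* (median 1107784), from 352197 to 541865 in *nrpd1* (median 412409), and from 574116 to 644852 in *nrpe1* (median 607159). In these sums a read across a bin border counts in both bins, so they exceed the number of separate reads. A single read was worth 0.807 RPTM in the deepest library, WT replicate 1, and 1.79 RPTM in the shallowest, *nrpd1* replicate 3. A bin without reads therefore allows a level of up to 2.42 RPTM in the deepest library and 5.36 RPTM in the shallowest, the value of 3 reads, and these limits cover counting error only. Replicates of the same genotype differed by more than the sampling noise of their reads, with a chi-square per degree of freedom from 1.2 to 3.78, and all 12 were kept as separate samples. Differences between genotypes were computed from log2(RPTM + 1), so that fold changes of bins with few reads are understated.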

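The deposited table of 24-nt siRNAs covers 57094 bins of 100 bp. A level above 5 RPTM in at least 1 of the 12 libraries was found for 56658 bins, which were analysed, and the other 436 bins stayed at or below this level in each library. Of the analysed bins, 55447 lay on chromosomes 1 to 5, 679 in the chloroplast genome, and 532 in the mitochondrial genome. The rDNA units on chromosome 2 (from 3701 to 9600) and chromosome 3 (from 14197601 to 14203500) held 118 of them. Each unit starts at the annotated 18S gene and ends at the last nearby bin with a high WT level. That end was taken from these data and not from the annotation. By the annotation of the reference, 59.3% of the bins were intergenic, 23.7% lay in pseudogenes, 11.7% in protein-coding genes, and 0.411% in miRNA genes. The annotated pseudogenes include transposon genes. Transposable elements were not a class of their own, so bins called intergenic can lie in them. Every 24-mer occurred more than once in the reference for 5102 nuclear bins (9.22%), and every 24-mer was unique for 14788 nuclear bins (26.7%). The number of bins above 5 RPTM in a single library ranged from 38802 to 42220 in WT, from 23841 to 40928 in *pkl*, from 2206 to 2456 in *nrpd1*, and from 18454 to 24251 in *nrpe1*. The lowest of the *pkl* counts came from replicate 1, and replicate 2 had 36775 such bins. Over all analysed bins the median level was 8.03 ± 0.374 RPTM in WT, 6.50 ± 2.28 in *pkl*, 0 in each *nrpd1* library, and 4.21 ± 0.881 in *nrpe1* (mean ± SD of the library medians, n = 3). By exact two-sided permutation tests, p was 0.3 for *pkl* against WT and 0.1 for *nrpd1* and *nrpe1*, where 0.1 is the smallest p that 3 libraries against 3 allow.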

We identified 57,094 regions where 24-nt siRNAs are expressed in either WT or mutant plants. As illustrated by the heatmap, the whole-genome profile of 24-nt siRNAs of the *pkl* mutant was more similar to WT than to *nrpd1* or *nrpe1* (Fig. 4a). 

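The similarity of 2 libraries was measured as the Euclidean distance between their log2(RPTM + 1) values over all analysed bins. The distance between *pkl* and WT libraries was 355.0 on average over the 9 pairs (from 324.9 to 403.4). It was 513.4 between *pkl* and *nrpe1* (from 435.3 to 585.8) and 745.5 between *pkl* and *nrpd1* (from 604.0 to 842.2). Within a genotype, the libraries were 208.1 apart in WT and 268.2 apart in *pkl*, so the distance between *pkl* and WT exceeded the spread between replicates. Each *pkl* library was nearer to all 3 WT libraries than to any *nrpe1* or *nrpd1* library. The margin was smallest for replicate 1, whose distances were 372.3 to 403.4 to WT and 435.3 to 467.4 to *nrpe1*. Pearson's r across bins, which are not independent replicates, was 0.601 on average for *pkl* with WT (from 0.557 to 0.627), 0.318 with *nrpd1*, and 0.256 with *nrpe1*. Average-linkage clustering into 4 groups separated the 4 genotypes, and clustering into 3 groups joined *pkl* with WT. The distance of *pkl* to WT was 0.700 ± 0.137 of its distance to *nrpe1* and 0.486 ± 0.113 of its distance to *nrpd1* (SD over *pkl* libraries, n = 3). The setting that moved the ratio to *nrpe1* most was 1 minus Spearman's correlation in place of the distance, with a ratio of 0.564, and a pseudocount of 5 gave the highest ratio, 0.771.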

While mutation of *NRPD1* eliminated siRNAs from most of the loci, PKL rarely reduced siRNAs to basal levels (Fig. 4a). It was reported that AGO4 protein level decreases significantly in mutants that are defective in siRNA production, presumably because formation of the siRNA-AGO4 complex stabilizes both the siRNA and AGO4 protein [57]. 

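Of the analysed bins, 40197 had a WT mean above 5 RPTM, and the share of these bins that fell below 1 RPTM was taken as the share at basal level. This share was 0.176% ± 0.065 in WT libraries, 7.50% ± 6.69 in *pkl*, 85.8% ± 8.57 in *nrpd1*, and 25.9% ± 4.91 in *nrpe1* (SD, n = 3). In all *nrpd1* and *nrpe1* libraries a single read was worth more than 1 RPTM, so that a bin below 1 RPTM had no read. In *pkl* replicate 1 and WT replicate 1 a read was worth 0.991 and 0.807 RPTM, so that bins with 1 read also counted. The *pkl* libraries had 15.2%, 4.09%, and 3.21% of bins at basal level in replicates 1, 2, and 3. Replicate 1 set much of the *pkl* mean, which was 3.65% without it, and most of its excess came from bins with 1 read. The 3 mutants did not overlap, and each pair of them gave p = 0.1 by an exact two-sided permutation test, the smallest p possible with 3 libraries against 3. A limit of 10% of the WT mean in place of 1 RPTM gave 7.60% in *pkl*, 91.7% in *nrpd1*, and 34.7% in *nrpe1*. Among the 12416 bins with a WT mean above 20 RPTM, 3.24% were at basal level in *pkl*, 75.3% in *nrpd1*, and 26.9% in *nrpe1*. Bins without any read made up 6.25%, 4.09%, and 3.21% in *pkl* replicates 1, 2, and 3, or 4.52% on average, a measure that was added after the data had been seen.

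**Figure D1:**
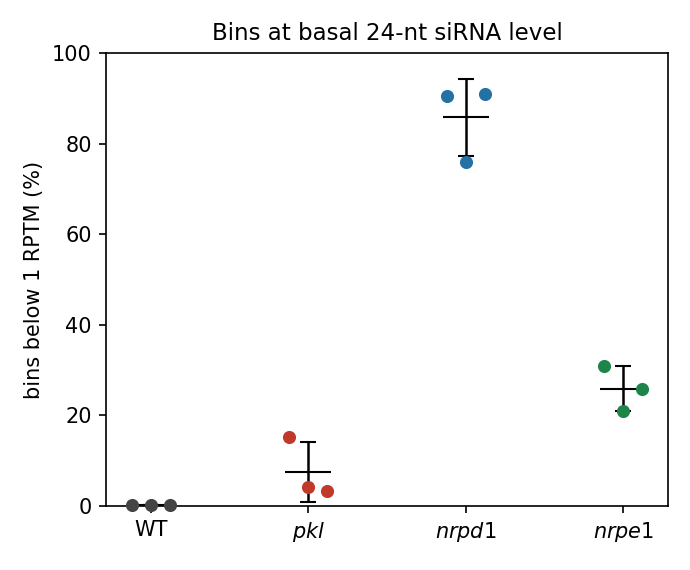
Share of the 40197 bins with a WT mean above 5 RPTM that were below 1 RPTM in each library (points; lines and bars are mean and SD of 3 replicates). The *nrpd1* libraries lie between 75.9% and 90.9%, and the *pkl* libraries between 3.21% and 15.2%, the latter in replicate 1, where bins with 1 read are below 1 RPTM.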

We thus examined AGO4 protein levels in the *pkl* mutant. 

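The total 24-nt siRNA abundance of a library was taken as the sum of RPTM over the 56658 analysed bins. It was 1594230 ± 25811 RPTM in WT, 1333520 ± 220023 in *pkl*, 615765 ± 12247 in *nrpd1*, and 962461 ± 34584 in *nrpe1* (SD, n = 3). Relative to the WT mean these totals were 83.6% ± 13.8 in *pkl*, 38.6% ± 0.768 in *nrpd1*, and 60.4% ± 2.17 in *nrpe1*. Every mutant library was below every WT library, and the 3 mutants did not overlap each other, with p = 0.1 for each comparison by an exact two-sided permutation test, again the smallest p that the design allows. The 118 rDNA bins held 24.3% ± 1.47 of the 24-nt reads of the analysed bins in WT, 32.8% ± 11.0 in *pkl*, 75.6% ± 2.57 in *nrpd1*, and 47.1% ± 4.28 in *nrpe1*. The sum was therefore also taken over nuclear bins outside the rDNA, a choice made after the data had been seen, which moved the totals most. In these bins the abundance was 74.1% ± 23.6 of WT in *pkl*, 8.46% ± 1.38 in *nrpd1*, and 39.7% ± 4.77 in *nrpe1*, and p remained 0.1 for each mutant against WT. Over the bins with at most 1000 RPTM in every library, the totals were 75.1%, 9.14%, and 41.5% of WT in *pkl*, *nrpd1*, and *nrpe1*. The nuclear abundance in *pkl* replicates 1, 2, and 3 was 48.3%, 79.4%, and 94.7% of the WT mean.

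**Figure D2:**
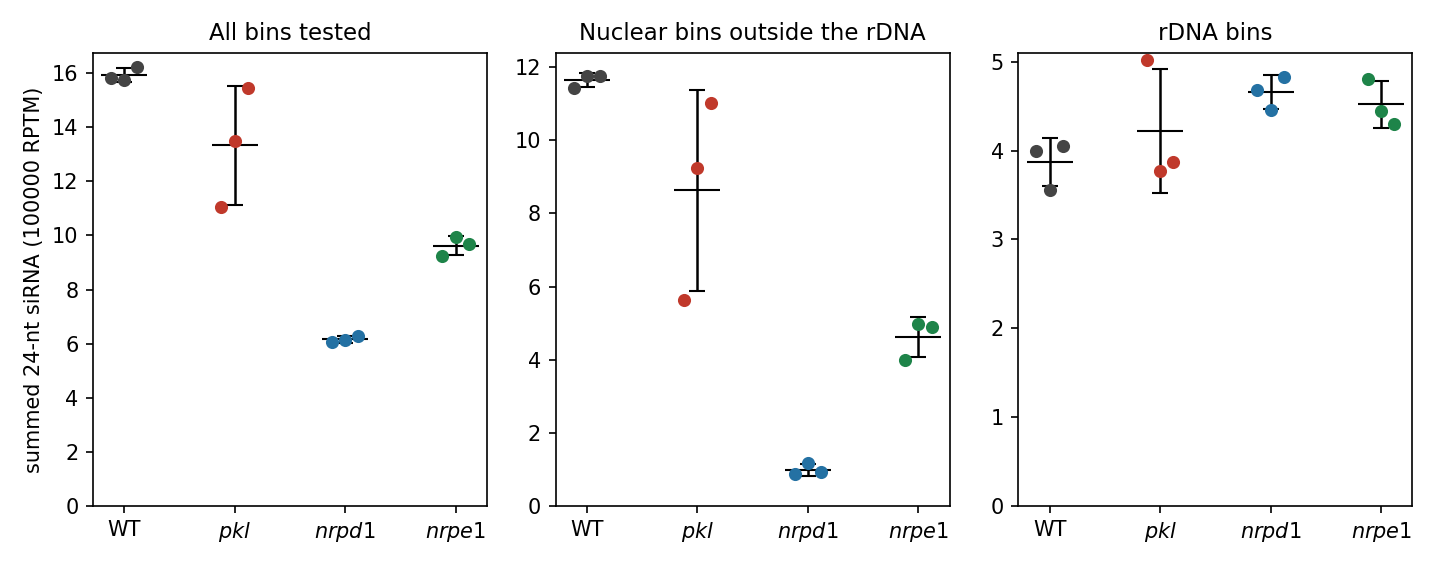
Summed 24-nt siRNA of each library in units of 100000 RPTM, over all analysed bins, the nuclear bins outside the rDNA, and the rDNA bins (points; lines and bars are mean and SD of 3 replicates). Outside the rDNA, the *nrpd1* mean is 98476 RPTM against 1164400 RPTM in WT, and in the rDNA it is 465707 against 387148 RPTM.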

Consistent with the less affected total siRNA abundance in *pkl* and *nrpe1*, anti-AGO4 western blot revealed no decreases of AGO4 proteins levels in *pkl-1*, *nrpe1-11*, or *pkl-1 nrpe1-11* plants, whereas mutation of *NRPD1* lead to significant reduction of AGO4 proteins (Additional file 1: Figure S4C).

**Fig. 4:**
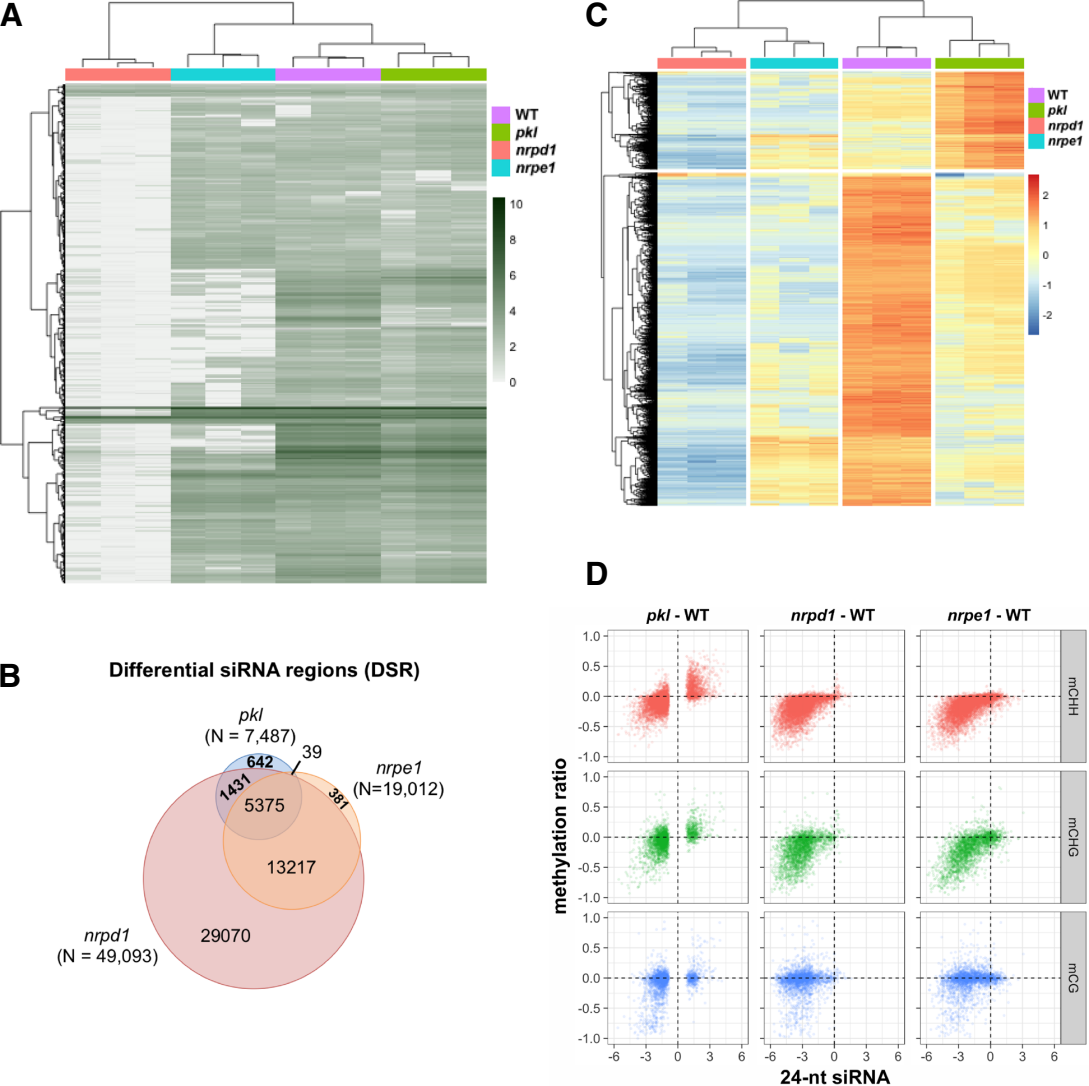
Effects of the *pkl* mutant on 24-nt siRNA abundance. **a** *Heatmap* showing the log(RPTM) value of 24-nt siRNAs in the genome. **b** Overlaps among differential siRNA regions (DSRs) identified in *pkl*, *nrpd1* and *nrpe1*. Both upregulated and downregulated DSRs are included. **c** *Heatmap* showing the relative abundance of 24-nt siRNAs at DSRs identified in *pkl*. **d** The relationship between siRNA level changes and DNA methylation level changes at DSRs identified in *pkl.* The difference in log(RPTM) values between the indicated mutant and WT were plotted on the *x-axis* and the difference in DNA methylation values were plotted on the *y-axis*

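Differential siRNA regions were called from each of the 56658 bins by limma's moderated test on log2(RPTM + 1) between the 3 libraries of a mutant and the 3 WT libraries, two-sided, with Benjamini-Hochberg adjustment. At an adjusted p of 0.01, limma called 5769 bins in *pkl* (10.2% of the bins), 47998 in *nrpd1*, and 17229 in *nrpe1*. Without adjustment, p was under 0.05 for 17070 bins in *pkl*. Simulated unchanged libraries, compared with WT libraries simulated in the same way, gave 0 bins past the threshold over 20 simulations. A median of 2580 bins had an unadjusted p under 0.05. The simulated reads were drawn from the WT means and the library sizes. Their spread between replicates exceeded sampling noise by a dispersion fitted to the deposited libraries as a trend with read level. Bins or whole libraries that vary more than this trend are not covered. The quasi-likelihood test of edgeR, applied to the recovered whole reads with the authors' library sizes, called 6717 bins in *pkl*, 5751 of which were among those of limma. The number of *pkl* bins moved most under a restriction to bins whose every 24-mer is unique, chosen after the data had been seen, which gave 1985. Among the other settings it ranged from 2157 with a pseudocount of 0.1 to 9995 at an adjusted p of 0.05. Single WT libraries had a large effect, since leaving out WT replicate 1, 2, or 3 lowered the number to 2766, 2753, and 2638. The median log2 fold change over all bins was −0.31 in *pkl*, −2.95 in *nrpd1*, and −0.68 in *nrpe1*. The *pkl* median was −0.08 when each library was scaled to the same 24-nt total, 0.04 after quantile normalization, and 0.09 with equal totals over nuclear bins outside the rDNA, the last chosen after the data had been seen. The smallest absolute log2 fold change among the *pkl* DSRs was 1.26, so that all of them lay beyond these shifts.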

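Named bins are the 3 with the largest increase and the 3 with the largest decrease in *pkl* whose 3 libraries all lay beyond the 3 WT libraries, with TAIR10 coordinates. The largest increase was in an intergenic bin on chromosome 2 from 14232301 to 14232400, with 0 RPTM in WT and 223 ± 78.8 RPTM in *pkl* (SD, n = 3). This is at least 64.2-fold higher than the value of 3 reads, with a fitted log2 fold change of 7.74 (standard error 0.47, adjusted p = 3.05e-12 from limma). The bin on chromosome 5 from 8314801 to 8314900, in the protein-coding gene AT5G24355, rose from 0.465 ± 0.806 to 156 ± 71.1 RPTM, at least 45.0-fold (log2 fold change 6.75, standard error 0.51, adjusted p = 1.01e-10). An intergenic bin on chromosome 1 from 23623101 to 23623200 rose from 0.424 ± 0.734 to 98.96 ± 35.2 RPTM, at least 28.5-fold (log2 fold change 6.18, standard error 0.51, adjusted p = 4.68e-10). The largest decrease was in an intergenic bin on chromosome 5 from 8893301 to 8893400, from 442 ± 43.6 RPTM in WT to 0.957 ± 1.66 RPTM in *pkl*. This is at least 115.6-fold lower (log2 fold change −8.14, standard error 0.47, adjusted p = 2.2e-12). An intergenic bin on chromosome 1 from 9373601 to 9373700 fell from 736 ± 62.4 to 3.34 ± 4.62 RPTM (220.6-fold, log2 fold change −8.01). Another from 17979001 to 17979100 fell from 541 ± 195 to 3.20 ± 4.71 RPTM (169-fold, log2 fold change −7.60). The *pkl* libraries held at most 6 reads in either bin and the SD exceeds the mean, so both folds are imprecise. In the last of these bins 15.4% of the 24-mers occur more than once in the reference, and the reads of such 24-mers cannot be placed with certainty.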

Using a false discovery rate (FDR) cutoff of 0.01, 7487 differential siRNA regions (DSRs) were identified in the *pkl* mutant (Fig. 4b). 

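Of the 5769 DSRs called here in *pkl*, 5280 were also DSRs in *nrpd1*, an overlap of 91.5%. All analysed bins were *nrpd1* DSRs at a rate of 84.7%. Random sets of bins with the same WT levels as the *pkl* DSRs overlapped by 87.1% on average, and none of 10000 such sets reached the observed overlap (highest 88.2%). For hypoDSRs the overlap was 98.7% against 93.3% in random sets, while for hyperDSRs it was 61.9% against 61.8%, with 4818 of 10000 random sets as high. The hyperDSR overlap was 40.3%, 40.6%, and 41.04% without WT replicate 1, 2, or 3, and random sets were drawn with all libraries only. Both comparisons used the same WT libraries, and what this adds to the overlap was not measured, since simulated unchanged *pkl* libraries had 0 DSRs (2580 bins with an unadjusted p under 0.05). At the 5280 shared bins, the median level was 26.7 ± 2.16 RPTM in WT, 5.71 ± 2.37 in *pkl*, and 0 in each *nrpd1* library (SD of the library medians, n = 3). No read was found for 87.4% ± 12.6 of these bins in *nrpd1*, and 99.9% of them had a negative log2 fold change there. The overlap changed most with quantile normalization, which assumes equal distributions in WT and mutant and gave 37.2%. It was 66.3% when equal totals outside the rDNA were imposed, a scaling chosen after the data had been seen. Outside the overlap, 489 *pkl* DSRs had no call in *nrpd1*, and their median level was 1.43 ± 0.173 RPTM in WT and 17.3 ± 5.82 in *pkl*.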

More than 91% of the *pkl* DSRs overlapped with DSRs identified in *nrpd1* (Fig. 4b), in which 24-nt siRNAs at those regions decreased to basal levels (Fig. 4c). In contrary to *nrpd1* or *nrpe1*, whose DSRs are mainly hypoDSRs, a large number of hyperDSRs (n = 1691) was identified in *pkl* (Fig. 4c). Those regions contained medium levels of 24-nt siRNAs in WT and basal levels of siRNAs in *nrpd1*, indicating that they are normal RdDM targets. 

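The *pkl* DSRs called here comprised 1124 hyperDSRs and 4645 hypoDSRs, so that 19.5% had more 24-nt siRNA in *pkl* than in WT. In *nrpd1*, 80 of 47998 DSRs were hyperDSRs (0.167%), and in *nrpe1*, 577 of 17229 (3.35%). The median log2 fold change was 2.41 at *pkl* hyperDSRs and −2.54 at *pkl* hypoDSRs. With bins of at most 3 reads set to the value of 3 reads, these medians were 2.23 and −2.13. The split depended on the scaling, and the share of hyperDSRs was 33.7% with equal 24-nt totals, 44.7% after quantile normalization, 41.2% with edgeR's quasi-likelihood test and TMM normalization, 41.8% with its exact test and TMM normalization, and 39.1% with DESeq2. It was 47.6% with equal totals outside the rDNA, chosen after the data had been seen. The number of hyperDSRs moved most with the exact test of edgeR and TMM normalization, to 3715. The same test with the authors' library sizes, added after the data had been seen, gave 1573. The number was lowest with a pseudocount of 0.1, at 354. Each single library changed it by more than 1.5 times. Leaving out *pkl* replicate 1, 2, or 3 gave 1852, 478, and 531 hyperDSRs, and leaving out WT replicate 1, 2, or 3 gave 553, 576, and 541. The share of hyperDSRs was 30.2%, 11.7%, and 9.30% without *pkl* replicate 1, 2, or 3. It was 20.0%, 20.9%, and 20.5% without WT replicate 1, 2, or 3.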

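At the 1124 *pkl* hyperDSRs, the median level was 4.01 ± 0.187 RPTM in WT, 29.5 ± 10.8 in *pkl*, 0 in each *nrpd1* library, and 1.05 ± 0.909 in *nrpe1* (mean ± SD of the library medians, n = 3). In *nrpd1*, 87.2% ± 12.2 of these bins had no read, and in *nrpe1* 49.2% ± 5.86. For *nrpd1* and *nrpe1* against WT, exact two-sided permutation tests gave p = 0.1, the smallest possible, while *pkl* was not tested because the bins were chosen for their rise in it. In *nrpd1*, 693 of the 1124 bins (61.7%) were hypoDSRs, 3 were hyperDSRs, and 428 had no call. With all libraries, the share called in *nrpd1*, 61.9%, was no higher than in random sets of bins with the same WT levels (61.8% on average). This share depended on the libraries and the settings, at 40.3%, 40.6%, and 41.04% without WT replicate 1, 2, or 3, 80.2% without *pkl* replicate 1, 21.9% with quantile normalization, and 78.8% for bins with a mean of at least 5 RPTM. No random sets were drawn for these. As means over bins in place of medians, the levels were 10.8 RPTM in WT, 59.5 in *pkl*, 1.30 in *nrpd1*, and 4.54 in *nrpe1*. The WT median of the hyperDSRs moved most with DESeq2, to 9.88 RPTM. Leaving out a library also moved it by more than 1.5 times, to 1.97 RPTM without WT replicate 1 and to 8.45 RPTM without *pkl* replicate 1. For comparison, the 4645 *pkl* hypoDSRs had a median of 31.6 ± 2.92 RPTM in WT, 3.96 ± 1.82 in *pkl*, 0 in each *nrpd1* library, and 1.58 ± 0.070 in *nrpe1*.

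**Figure D3:**
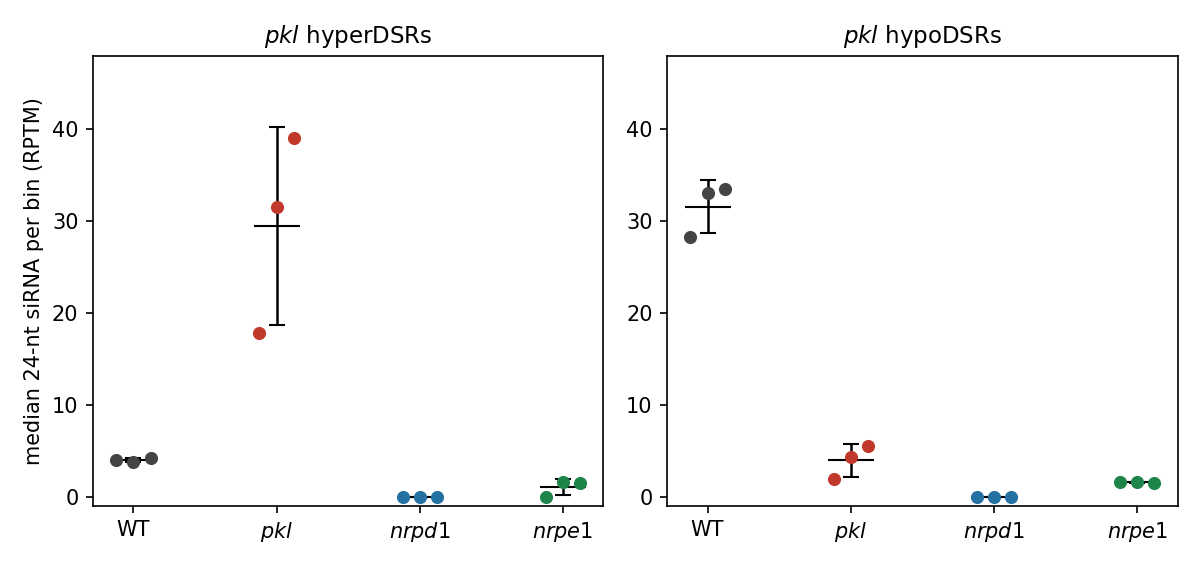
Median level of 24-nt siRNAs per bin in each library at the 1124 *pkl* hyperDSRs and the 4645 *pkl* hypoDSRs, in RPTM (points; lines and bars are mean and SD of 3 replicates). At hyperDSRs the WT mean is 4.01 RPTM and the *pkl* mean 29.5 RPTM, and at hypoDSRs they are 31.6 and 3.96 RPTM.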

Interestingly more than 70% of the DSRs (5375/7487) identified in *pkl* were also affected by *NRPE1* (Fig. 4b), mutation of which led to reduction of siRNA levels in those regions (Fig. 4c). 

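Of the 5769 *pkl* DSRs called here, 4257 were also DSRs in *nrpe1*, an overlap of 73.8%. The rate was 30.4% among all analysed bins and 52.9% on average among random sets of bins with the same WT levels (highest of 10000 sets 54.8%). Simulated unchanged *nrpe1* libraries compared with simulated WT libraries had 0 DSRs (2597 bins with an unadjusted p under 0.05). Calls could therefore not show what the shared WT libraries add to the overlap. The log2 fold changes of simulated unchanged *pkl* and *nrpe1* libraries were correlated through the shared WT libraries, with r = 0.456. Among settings with all libraries, the overlap was lowest, at 49.7%, with equal totals outside the rDNA, chosen after the data had been seen, and highest, at 78.0%, for bins with a mean of at least 5 RPTM. It ranged from 60.2% without WT replicate 2 to 79.0% without *pkl* replicate 2. In *nrpe1* the median level at the 5769 bins was 1.05 ± 0.909 RPTM, against 24.1 ± 2.02 in WT and 6.50 ± 2.28 in *pkl* (SD, n = 3), and p was 0.1 for *nrpe1* against WT by an exact two-sided permutation test. The log2 fold change in *nrpe1* was negative at 93.5% of the *pkl* DSRs and at 67.6% of all bins. It lay below the *nrpe1* median of all bins at 87.2% of the *pkl* DSRs. All 3 mutants shared 4221 of the *pkl* DSRs, and 453 were called in *pkl* alone.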

Despite the significantly smaller number of DSRs identified in *pkl* compared to *nrpe1* (7487 versus 19,012), 24-nt siRNAs also decreased in *pkl* at the majority of *nrpe1* affected regions (Additional file 1: Figure S4D), indicating that *PKL* and *NRPE1* tend to affect siRNA production at similar genomic loci.

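At the 17229 *nrpe1* DSRs called here, the median level of 24-nt siRNAs was 19.7 ± 1.69 RPTM in WT, 10.8 ± 3.55 in *pkl*, and 0.545 ± 0.944 in *nrpe1* (SD, n = 3), and every *pkl* library was below every WT library (p = 0.1 by an exact two-sided permutation test). The log2 fold change in *pkl* was negative at 77.6% of these bins, with a median of −0.84, or −0.79 with bins of at most 3 reads set to the value of 3 reads. At the other bins it was negative at 55.3%. Because the median of all bins was itself below 0 in *pkl*, the change was also taken relative to that median, and 67.8% of the *nrpe1* DSRs lay below it, with a median of −0.53 relative to it. Sharing the WT libraries between both comparisons had a smaller effect in simulations, in which the WT libraries were drawn as well. Unchanged *pkl* libraries were lower than WT at 53.6% of the *nrpe1* DSRs called in the simulated data, with a median of −0.04. Simulated *pkl* libraries in which all bins fell by the same factor, the median of all bins, were lower at 75.9%, with a median of −0.33. With *nrpe1* DSRs called from 2 WT libraries and *pkl* compared with the WT library left out, a check added after the data had been seen, *pkl* was lower at 73.4%, 78.7%, and 77.2% of them for WT replicates 1, 2, and 3, and at 60.3%, 59.2%, and 57.7% of the other bins. The share moved most with equal totals over nuclear bins outside the rDNA, chosen after the data had been seen, to 53.9%, and quantile normalization gave 54.4%. Leaving out a library gave shares from 67.8% without *pkl* replicate 1 to 82.2% without *pkl* replicate 3. From the decrease in *pkl* at most *nrpe1*-affected regions, although *pkl* has fewer DSRs, the paper concludes that PKL and NRPE1 tend to affect siRNA production at similar genomic loci.

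**Figure D4:**
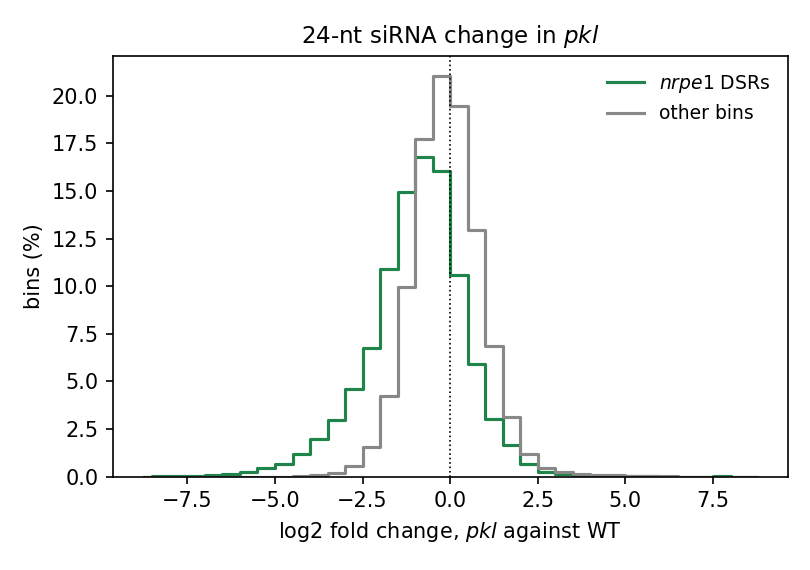
Distribution of the log2 fold change of 24-nt siRNAs in *pkl* against WT, as the percentage of bins in steps of 0.5 on the log2 scale, at *nrpe1* DSRs and at the other analysed bins. The change is below 0 (dotted line) at 77.6% of the *nrpe1* DSRs and at 55.3% of the other bins.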

We further explored the relationship between changes in 24-nt siRNA levels and DNA methylation levels in the *pkl* mutant. In most *pkl* DSR regions, increases and decreases in 24-nt siRNAs positively correlated with increases and decreases in non-CG methylation levels (Fig. 4d). In the same regions, *nrpd1* and *nrpe1* showed associated reduction in both siRNA and DNA methylation levels, with *nrpd1* having a stronger effect on siRNA reduction (Fig. 4d). 

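On the siRNA axis, the change from the WT mean on the log2(RPTM + 1) scale was taken per library as the median over the 5769 *pkl* DSRs. It was −4.46 ± 0.15 in *nrpd1* and −3.30 ± 0.20 in *nrpe1* (SD, n = 3), a difference of −1.16 (p = 0.1 by an exact two-sided permutation test, the smallest that 3 libraries against 3 allow). At the *pkl* hypoDSRs the medians were −4.80 ± 0.15 in *nrpd1* and −3.66 ± 0.22 in *nrpe1*, and at the *pkl* hyperDSRs they were −2.01 ± 0.15 and −0.90 ± 0.16. Most *nrpd1* values are bins without reads, 86.5% ± 12.3 of the *pkl* DSRs against 43.5% ± 8.58 in *nrpe1*, so the size of the difference depends on the pseudocount. It was −3.12 with a pseudocount of 0.1 and −0.52 with a pseudocount of 5. Among the 1937 *pkl* DSRs with more than 3 reads in a library of either mutant, with lower levels set to the value of 3 reads, the median log2 ratio of *nrpd1* to *nrpe1* was −0.66. The other 3832 bins had at most 3 reads in all libraries of both mutants, and their levels were not distinguishable at this depth. DNA methylation was not analysed here.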

Most of the CG methylation changes centered around zero, no matter decreases or increases in 24-nt siRNA levels were observed (Fig. 4d). These results indicated that mutation of *PKL* changed the abundance of 24-nt siRNAs at the affected RdDM loci, the levels of which correlated with non-CG methylation levels.

### PKL is required for Pol V function

Based on the strong overlap between *PKL*-affected and *NRPE1*-affected siRNA regions, we tested whether *PKL* is required for the proper function of Pol V. We first examined the accumulation of Pol V-dependent transcripts. We randomly selected intergenic regions where Pol V-dependent transcripts can be detected using real-time PCR in previous studies [29]. Six regions with significantly decreased Pol V-dependent transcripts levels in the *pkl* mutant were identified (Fig. 5a). While scaffold RNAs generated by Pol V can be readily detected in WT plants, they were dramatically decreased to background levels in the *nrpe1* mutant (Fig. 5a). In general, the reduction of Pol V-dependent transcripts in *pkl* was not as dramatic as in *nrpe1* (Fig. 5a). Correspondingly, we observed a reduction of non-CG methylation at all six IGN loci in the *pkl* mutant (Additional file 1: Figure S5). We also observed reduction of Pol V dependent RNAs in the *nrpd1* mutant at IGN25 and IGN32, suggesting that their accumulation could be affected by DNA methylation levels (Additional file 1: Figure S5).

**Fig. 5:**
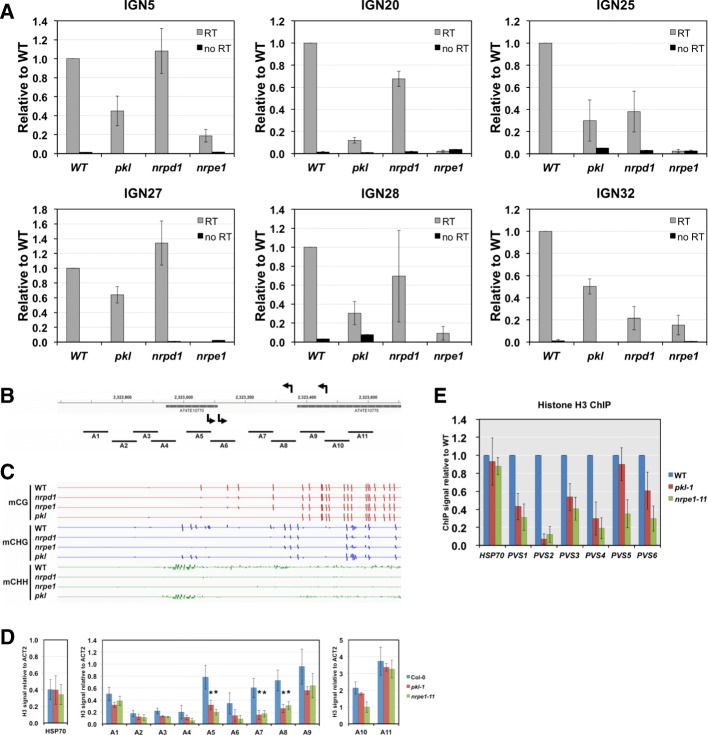
PKL is required for RNA Pol V-dependent noncoding RNA accumulation and nucleosome occupancy. **a** Non-coding RNA levels at six IGN loci were examined by real-time PCR. No RT (reverse transcriptase) samples serve as controls for genomic DNA contamination. All the transcript levels are shown on a relative scale with the level in WT (Col-0) plants being set to one. *Error bars* represent standard deviations calculated from three biological replicates. **b** *Diagram* showing the IGN5 locus on chromosome 4. *Arrows* above and below the coordinates indicate the position and direction where Pol V-dependent transcripts start. Positions of amplicons used for assaying nucleosome density in (**d**) were indicated by *black lines* labeled as A1 through A11. **c** A *screen shot* of IGV (Integrative Genomics Viewer) showing DNA methylation levels at the IGN5 locus. The *colored bars* (*red*, *blue*, *green*) represent the methylation levels of specific cytosines on the DNA double strands on a scale from –1 to 1; minus values indicate the methylated cytosine is on the reverse strand. **d** Nucleosome densities at the IGN5 locus assayed by anti-histone H3 ChIP. *Error bars* indicate standard deviations calculated from three biological replicates. All the signals are normalized to the ACT2 + 1 nucleosome; stars indicate *p* < 0.05 between the mutant and WT (Col-0) based on two-tailed t-tests. **e** PKL affects the positioning of Pol V-stabilized nucleosomes (PVS). Nucleosome positioning was examined by histone H3 ChIP following micrococcal nuclease digestion of the chromatin. The +1 nucleosome at *HSP70* served as a negative control. *Error bars* represent standard deviation calculated from three biological replicates

In order to further understand the effect of PKL at Pol V transcribed regions, we examined nucleosome densities at the IGN5 locus in the *pkl* mutant. The IGN5 locus is surrounded by two transposable elements and Pol V transcripts start from near the 3’ and 5’ end of the two TEs, respectively, and run in opposite directions [58] (Fig. 5b). A recent whole-genome study on Pol V transcripts also indicated that the IGN5 transcripts could start from inside the two TEs [59] (Fig. 5b). CHH methylation was decreased in *pkl* while abolished in *nrpe1* in this region (Fig. 5c). We examined nucleosome density within and around IGN5 using 11 primer pairs (Fig. 5b) and found that Pol V is required to promote nucleosome occupancy across the whole region except at the two ends, A1 and A11. Pol V has stronger effect of nucleosome stabilization in regions from A5 to A8, where Pol V presumably transcribes both strands (Fig. 5d). Except at A10, the effect of PKL on nucleosome occupancy in this region largely resembled that of Pol V (Fig. 5d), even though the *pkl* mutant had a milder effect on DNA methylation.

The scaffold RNAs generated by Pol V were shown to recruit SWI/SNF chromatin remodeling complexes that mediated nucleosome positioning at RdDM target regions [29]. We examined the effect of *PKL* on Pol V stabilized nucleosomes since PKL was shown to have nucleosome positioning activities in vitro [32]. We performed histone H3 ChIP following micrococcal nuclease digestion of the chromatin. Out of the six randomly chosen Pol V-stabilized nucleosomes, five exhibited significantly reduced occupancy in *pkl*, except for PVS5 (Fig. 5e). Similar to what we observed at IGN5, the nucleosome density signals in the *pkl* mutant were not statistically different from those in *nrpe1* at the 5 affected loci (Fig. 5e).

### The effect of *pkl* on gene and *TE* silencing

In order to further understand the function of PKL in gene and TE silencing, a messenger RNA (mRNA)-seq experiment was performed in two-week-old *pkl-1* seedlings, as well as in the two RdDM mutants *nrpd1-3* and *nrpe1-11*. Statistical testing using a FDR cutoff of 0.05 and fold change cutoff of 2 identified 25 transposable elements (TEs) and 651 genes that were differentially expressed in the *pkl* mutant (Additional file 1: Figure S6A). The majority of DEGs (differentially expressed genes) of *pkl* did not show an expression change in *nrpd1* or *nrpe1* (Additional file 1: Figure S6A). Eighteen of 274 upregulated genes and six derepressed TEs of *pkl* also showed increased expression in *nrpd1* or *nrpe1* (Additional file 1: Figure S6B and S6C); similarly, 17 of 377 downregulated genes of *pkl* also showed decreased expression in *nrpd1* or *nrpe1* (Additional file 1: Figure S6D). Consistent with a previous report, in the *pkl* mutant 34% (*n* = 92) of the upregulated genes and 42% (*n* = 159) of the downregulated genes were also targets of H3K27me3, an epigenetic modification important for the silencing of developmentally regulated genes [46, 60]. The differences in the number of differentially expressed genes (DEGs) between *pkl* and *nrpd1*/*nrpe1* are consistent with the role of *PKL* in developmental regulation and a role of RdDM in TE methylation.

We found that 50 of the 296 upregulated genes/TEs in *pkl* overlapped with 52 hypoDMRs within 1-kb regions upstream and downstream of the gene/TE body. However, expression of most of the 50 genes/TEs did not show a significant increase in *nrpd1* or *nrpe1* (Fig. 6a). Indeed, the majority of upregulated genes/TEs in *nrpd1* and *nrpe1* were associated with hypoDMRs (67 out of 90 for *nrpd1* and 67 out of 81 for *nrpe1*), but only eight were shared between *nrpd1/nrpe1* and *pkl* (Fig. 6b).

**Fig. 7:**
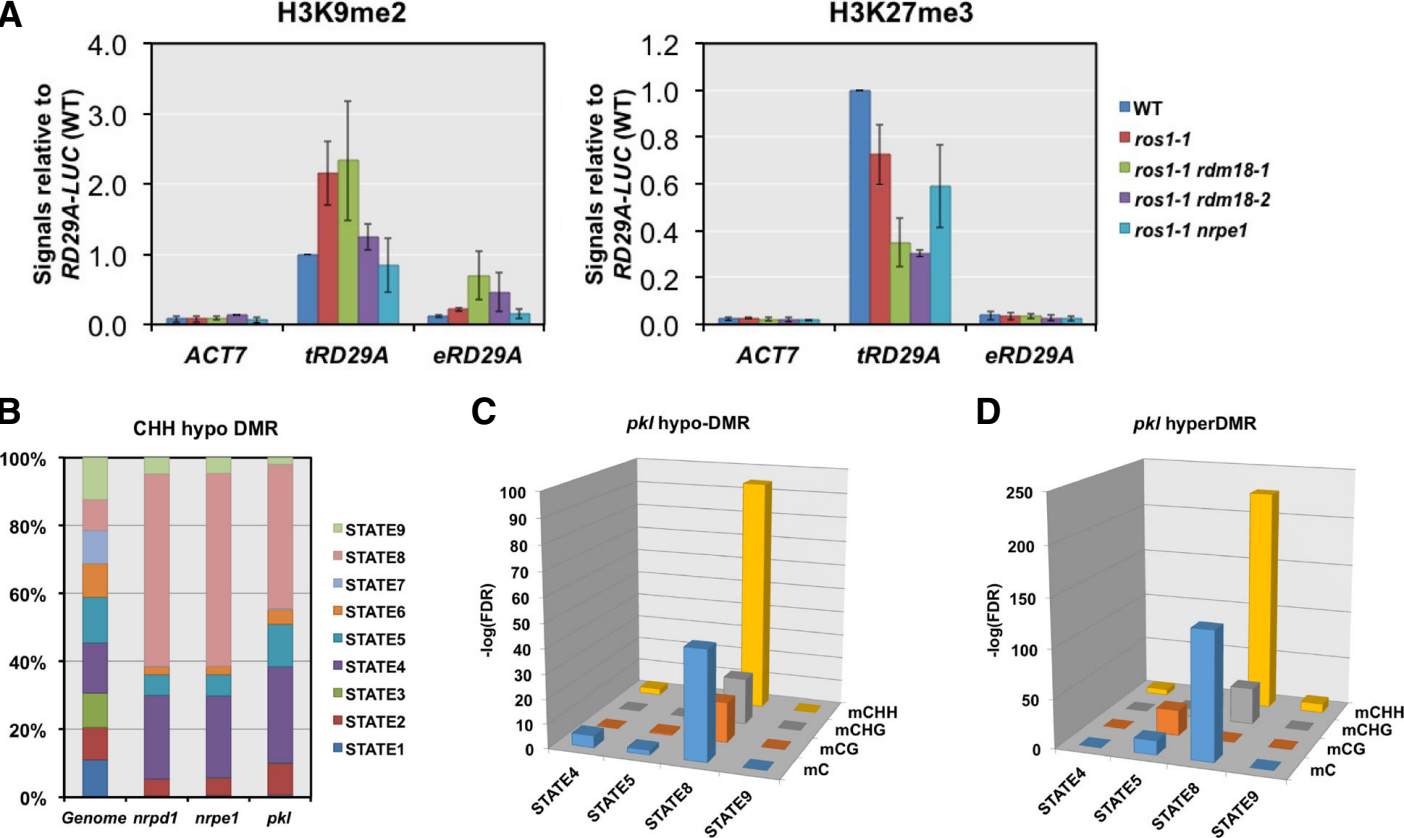
The correlation between PKL affected loci and repressive histone modifications. **a** H3K9me2 and H3K27me3 levels at the transgenic and endogenous *RD29A* (*tRD29A* and *eRD29A*) promoter measured by the chromatin immunoprecipitation (ChIP) assay. The *ACT7* promoter (*ACT7*) serves as a negative control for the two repressive histone modifications. The ChIP DNA was quantified using real-time PCR and normalized to the signal at *tRD29A* in WT plants. *Error bars* represent standard deviations calculated from three biological replicates. **b** Distribution of nine different chromatin states on the whole genome or the CHH hypo-DMRs of the three mutants (*nrpd1-3*, *nrpe1-11*, and *pkl-1*). **c**, **d** Log transformed FDR values (–log10) of the overlap between hypoDMRs (**c**) and hyperDMRs (**d**) identified in *pkl* and the four repressive chromatin states

Most of the derepressed genes and TEs had low expression levels in WT plants. We thus performed qRT-PCR to confirm their upregulated expression in *pkl*. Among the 17 randomly selected genes/TEs (12 TEs and five genes), 15 were confirmed to exhibit significantly increased expression in the *pkl* mutant (Fig. 6c and d). Among the qRT-PCR verified genes/TES, two TEs (AT1TE42205 and AT2TE82000) and one gene (AT1G60110) were also identified as derepressed in *nrpd1* and *nrpe1* (Fig. 6c and d), suggesting that decreased DNA methylation may be responsible for their derepression.

We further analyzed the expression and DNA methylation levels of the 42 and 50 genes/TEs that are specifically affected by PKL and RdDM (Fig. 6b). Transcript levels of the 42 *pkl* affected genes/TEs in *nrpd1*/*nrpe1* were very similar to WT plants (Fig. 6e). Consistent with the observation that the majority of *pkl* DMRs were RdDM loci, the DNA methylation level, especially CHH methylation level, decreased in the promoter region of the 42 affected genes/TEs in *nrpd1* and *nrpe1* (Fig. 6e), suggesting that decreased DNA methylation are not sufficient to release silencing at those genes/TEs. In contrast, DNA methylation levels at the 50 RdDM affected loci were significantly higher than the *pkl* affected genes/TEs and decreased DNA methylation was correlated with increased transcript levels in *nrpd1* and *nrpe1* (Fig. 6f). Changes in the transcript level or the DNA methylation level at the 50 RdDM affected loci were not observed in *pkl* (Fig. 6f).

Among the 25 differentially expressed TEs in *pkl*, 22 exhibited increased transcript levels (Additional file 1: Figure S6A), consistent with a role of PKL in transcriptional silencing of some TEs. The number of TEs that were derepressed in *nrpd1* and *nrpe1* were 44 and 42, respectively, and 36 of them were shared between the two (Additional file 1: Figure S6C). The *pkl* mutant shared six derepressed TEs with *nrpd1* or *nrpe1* (Additional file 1: Figure S6C). The 16 TEs derepressed in *pkl* but not in *nrpd1* or *nrpe1* exhibited slightly reduced DNA methylation in *pkl* (Additional file 1: Figure S6E). However, similar or stronger decreases in DNA methylation levels were also observed in *nrpd1* and *nrpe1* (Additional file 1: Figure S6E). This was in contrast to the 32 TEs that were derepressed in *nrpd1* and *nrpe1* but not *pkl* (Additional file 1: Figure S6C), where the correlation between decreased DNA methylation and increased transcripts was clear (Additional file 1: Figure S6F). These results suggest that PKL also has a role in transcriptional silencing that is independent of DNA methylation.

### The relationship between PKL and repressive histone modifications

We next tested if other repressive epigenetic modifications besides DNA methylation could be involved in transcriptional silencing mediated by *PKL*. One of the mechanisms by which PKL represses gene expression is by promoting H3K27me3 deposition [45, 46]. The level of H3K9me2 is tightly linked to non-CG DNA methylation [13]. We wonder if repressive histone modifications such as H3K27me3 and H3K9me2 were also involved in silencing at the transgenic *RD29A* promoter. Indeed, substantial levels of H3K27me3 and H3K9me2 were detected in WT plants and significant decreases of H3K27me3 were observed at the transgenic *RD29A* promoter in the *ros1-1 rdm18* mutant (Fig. 7a).

**Fig. 6:**
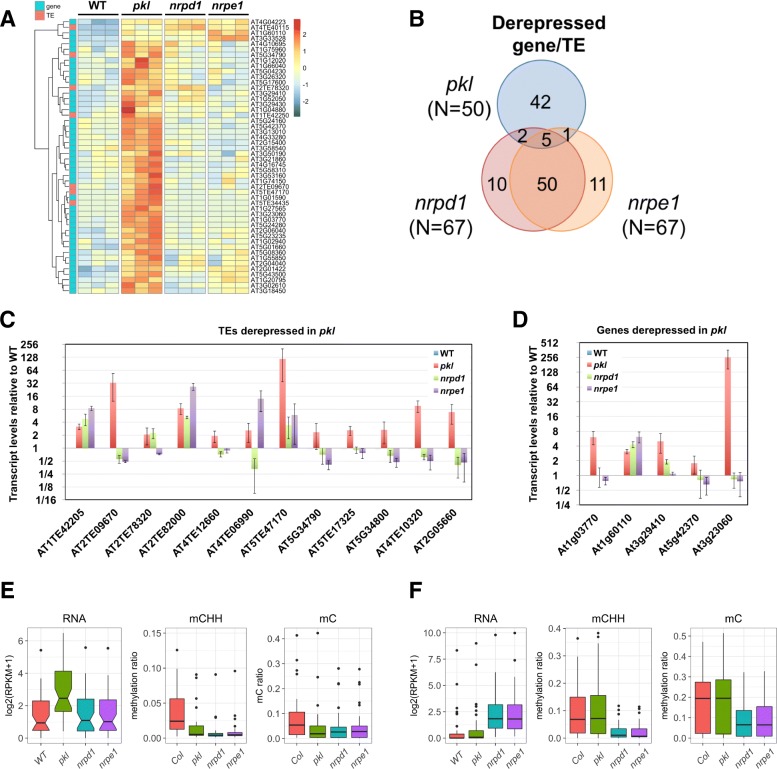
The effects of PKL on the silencing of genes and TEs. **a** *Heatmap* showing the relative transcript levels of the 50 derepressed genes/TEs in *pkl* that overlapped with hypo DMRs. **b** Overlaps among derepressed genes/TEs identified in *pkl*, *nrpd1*, and *nrpe1* that overlapped with their respective hypo DMRs. **c** qRT-PCR verification of 12 upregulated transposable elements identified in *pkl*. **d** qRT-PCR verification of five upregulated genes identified in *pkl*. Transcript levels relative to WT were shown. *Error bars* represent standard deviations of three biological replicates. **e** *Boxplots* of the mRNA and DNA methylation levels of the 42 genes/TEs that are derepressed in *pkl* but not in RdDM mutants as shown in (**b**). **f** *Boxplots* of the mRNA and DNA methylation levels at the promoter region of the 50 genes/TEs that are derepressed in both *nrpd1* and *nrpe1* but not in *pkl* as shown in (**b**)

A recent study using 16 features classified the Arabidopsis chromatin into nine different states, each represented by a specific combination of features [61]. Of those, states 4, 5, 8 and 9 are the ones that are associated with transcriptional repression [61]. We examined the distribution of DMRs identified in *pkl*, *nrpd1* and *nrpe1* over the nine states. While the total lengths of the nine artificial types of chromatin are similar in the genome, *nrpd1* and *nrpe1* CHH hypoDMRs showed a clear preference for state 4 and state 8 (Fig. 7b). Similar distribution over these chromatin states was observed for CHH hypoDMRs of *pkl* (Fig. 7b). The FDRs for any types of DMRs (mC, mCG, mCHG, or mCHH) of *pkl* to reside in state 8 by chance varied from 3 × 10^–95^ to 5 × 10^–17^ (Fig. 7c). This strong preference for state 8 chromatin was also observed for hypoDMRs identified in *nrpd1* and *nrpe1*, with even smaller FDR values (Additional file 1: Figure S6A). Interestingly, we observed the same pattern for hyperDMRs of *pkl* (Fig. 7c), consistent with our findings that both hypoDMRs and hyperDMRs of *pkl* are mainly RdDM target loci. State 8 chromatin is enriched for heterochromatic features including H3K9me2, H3K27me1, histone H3.1, and varying levels of H3K27me3 [61]. Considering that the reported roles of PKL in both promoting and antagonizing H3K27me3 [46] and that elimination of H3K27me1 does not have an effect on genome DNA methylation levels [62], we speculated that PKL may affect DNA methylation through its effect on H3K27me3. We examined DNA methylation levels in the H3K27me3-defective mutant *clf-29* [63]. CLF encodes a histone methyltransferase specific for histone H3 lysine 27 [64]. Compared to hypo-DMRs identified in *pkl*, much fewer DMRs were identified in the *clf-29* mutant (CHH hypo-DMR = 185; CHG hypo-DMR = 27; CG hypo-DMR = 489). Non-CG DNA methylation levels were also very similar between *clf-29* and WT plants at *pkl* CHH hypo-DMRs (Additional file 1: Figure S6C). These results indicate that decreased H3K27me3 levels in *clf-29* do not lead to changes in DNA methylation levels at PKL-affected regions.

## Discussion

### The effects of PKL at RdDM heterochromatin

In this study, we characterized the effects of PKL in RNA-directed DNA methylation. Mutation of *PKL* changed the DNA methylation pattern of about half of RdDM loci and affected the noncoding RNAs generated by RNA Pol V. We also found that *PKL* had both DNA methylation-dependent and methylation-independent roles in gene/TE silencing.

PKL is a CHD3-type chromatin remodeling factor that was shown to regulate many developmental processes [35–38, 46, 65, 66]. Its effect on DNA methylation was underappreciated because microarray-based transcriptome analyses of *pkl* failed to identify statistically significant overlap of differentially expressed genes with DNA methylation mutants [46]. Since TEs are underrepresented in the ATH1 microarray and their transcript levels are typically too low to be detected by the technology, the effect of PKL on TEs was largely unknown [45]. This study identified genome-wide changes in DNA methylation patterns in the *pkl* mutant and found that the DNA methylation changes were predominantly at RdDM loci. RdDM mainly targets TEs and loss of RdDM activity does not lead to dramatic changes in the expression level of genes (Fig. 3a) [11]. Thus, our results are consistent with previous findings and revealed a new role of PKL in modulating DNA methylation at RdDM loci.

The involvement of *PKL* in regulating DNA methylation levels of RdDM loci is supported by several pieces of evidence. First, PKL was identified in the *ros1* suppressor screen and is required to promote non-CG methylation and transcriptional silencing of the *pRD29A-LUC* transgene, which requires RNA-directed DNA methylation for silencing (Fig. 1d and Additional file 1: Figure S2A). Tens of components involved in RdDM have been identified from the same screen [50]. Second, the transcript level of the DNA demethylase gene *ROS1* decreased in all the *rdm18/pkl* alleles. Independent studies found that the *ROS1* transcript level decreases in mutants defective in DNA methylation or in plants treated with DNA methylation inhibitors [53, 55, 67, 68]. Two recent studies identified a TE-derived *cis*-regulatory element, DNA methylation of which positively regulates *ROS1* expression [54, 55]. Mutation of *PKL* reduced the DNA methylation level at the same *cis*-element. Third, whole-genome bisulfite sequencing analyses indicated that PKL was required for proper methylation of about half of the RdDM target loci (Fig. 3 and Additional file 1: Figure S3). It remains to be tested if further mutation of other CHD family chromatin remodelers could enhance the DNA methylation phenotype of *pkl* [32].

Correlated with changes in DNA methylation levels, significant changes in the 24-nt siRNA profile of *pkl* were also observed (Fig. 4). The numbers of hyperDSRs identified in *pkl* were significantly smaller than the numbers of CHH hyperDMRs. This may be due to the technical limitation of the small RNA sequencing experiment. 

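In WT, the median level of the 1124 hyperDSRs called here in *pkl* corresponded to percentile 20.0 of all analysed bins, and that of the 4645 hypoDSRs to percentile 86.0 (ranked by the mean of the 3 WT libraries). With other calls the WT median of the hyperDSRs was above that of all bins, 8.03 RPTM, at 8.45 RPTM without *pkl* replicate 1 or with quantile normalization and 9.88 RPTM with DESeq2, and it was 1.97 RPTM without WT replicate 1. The middle 50% of the hyperDSRs had WT means from 1.47 to 10.0 RPTM, and the middle 50% of the hypoDSRs from 16.6 to 69.2 RPTM. A WT mean above 5 RPTM was found for 43.5% of the hyperDSRs, 100% of the hypoDSRs, and 71.0% of all bins. These percentages are plain descriptions of the WT libraries, and DNA methylation at the same bins was not analysed here.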

Regions that showed increases in DNA methylation and siRNA levels in *pkl* were RdDM target loci that contain low levels of DNA methylation and 24-nt siRNAs (Figs. 3e and 4c). While whole-genome bisulfite sequencing covers the genome relatively evenly, small RNA reads are dominated by loci that are more highly methylated. Thus, deeper sequencing may be needed to reveal the changes in siRNA levels at the other hyperDMRs. It remains to be determined as to how PKL affects siRNA production. The majority of 24-nt DSRs identified in *pkl*, whether increased or decreased, are also affected by *nrpe1* (Fig. 4b), suggesting that PKL may affect secondary siRNA production as NRPE1 does. 

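When the *pkl* DSRs called here were split by direction, 3943 of 4645 hypoDSRs (84.9%) and 314 of 1124 hyperDSRs (27.9%) were also DSRs in *nrpe1*. Random sets of bins with the same WT levels overlapped by 60.7% and 20.7% on average (highest of 10000 sets 63.0% and 24.3%). The overlap of hyperDSRs was lowest, at 21.4%, for bins whose every 24-mer is unique, chosen after the data had been seen, and highest, at 42.2%, for bins with a mean of at least 5 RPTM. It was 17.0% without WT replicate 3 and 40.7% without *pkl* replicate 1. Of the hyperDSRs, 287 were hypoDSRs in *nrpe1*, 27 were hyperDSRs, and 810 had no call. The log2 fold change in *nrpe1* was negative at 98.7% of the *pkl* hypoDSRs and 71.8% of the *pkl* hyperDSRs. At *pkl* hypoDSRs and hyperDSRs called in simulated data, unchanged *nrpe1* libraries were lower at 61.8% and 34.7%. Relative to the *nrpe1* median of all bins, 94.8% of the hypoDSRs and 56.0% of the hyperDSRs lay lower. Under quantile normalization the share of hyperDSRs with a negative change was 43.1%.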

Other evidence also suggests that the function of Pol V was affected by *pkl*. Correlated with DNA methylation decreases, the scaffold RNAs generated by Pol V and the occupancy of Pol V stabilized nucleosomes were reduced in the *pkl* mutant (Fig. 5a and c).

RNA-seq analyses identified 50 genes/TEs that were derepressed and correlated with decreases in DNA methylation in *pkl*. However similar analyses in *nrpd1* and *nrpe1* indicated that decreased DNA methylation was not sufficient to cause derepression for the majority of them (Fig. 6). Overall these results demonstrated that multiple aspects of RNA-directed DNA methylation were affected in the *pkl* mutant.

### Possible functions of PKL at RdDM target loci

ATP-dependent chromatin remodeling factors are conserved helicase-derived machineries that are involved in almost all aspects of chromatin regulation [20]. Arabidopsis contains 45 ATP-dependent chromatin remodeling factors, out of which DDM1 and PKL are the only two that were confirmed to exhibit nucleosome remodeling activity in vitro [32, 69]. It is believed that DDM1 promotes CMT2-dependent CHH methylation in the middle of long transposable elements by allowing CMT2 to better access its substrate DNA [12]. The observation that PKL is required for both promoting and repressing DNA methylation at RdDM loci is different from other known RdDM mutants, suggesting that the phenotype is not through affecting the expression of any single component of the RdDM pathway. Indeed, transcriptome analyses in *pkl-1* did not identify reduced expression in any known RdDM component genes (Additional file 2: Table S4). It was shown before that PKL could bind to certain TEs [45]. The animal homologs of PKL, Mi-2α/β, were also recruited to the heterochromatin by MeCP2 (methyl CpG binding protein 2) [70]. We propose that PKL binds to the chromatin of RdDM target loci and affects DNA methylation through its nucleosome remodeling activity.

PKL could affect RNA-directed DNA methylation by regulating nucleosome positioning. Similar to other classic chromatin remodelers, PKL exhibits nucleosome “sliding” activity in vitro [32]. In Arabidopsis, nucleosome-bound DNA exhibits higher methylation levels than nucleosome-free DNA and non-CG methylation are promoted by the histone modification H3K9me1/2 [13, 71]. Thus, simply changing the nucleosome positioning could change DNA methylation patterns. Indeed, the positioning of several Pol V stabilized nucleosomes was altered in the *pkl* mutant (Fig. 5e). Alternatively, PKL may function in regulating the nucleosome conformation, which in turn has an effect on noncoding RNA production by Pol IV and Pol V or on the activity of DNA methyltransferases. We found that in addition to non-CG methylation, CG methylation was also affected at some DMRs identified in *pkl* (Fig. 3b and e), suggesting that the activity of other DNA methyltransferases, in addition to DRM2, was affected in those regions.

PKL participates in the Pol V transcription process is another possibility by which PKL affects DNA methylation at RdDM loci. Immunoaffinity purification of Pol V identified the chromatin remodeler DRD1, but not PKL [15, 23, 27, 28]. Though the specific activity of DRD1 in promoting Pol V function is unknown, DRD1 is required for the association of Pol V to the chromatin and its mutant has a similar DNA methylation profile as *nrpe1* [24, 56]. Despite its functional importance, DRD1 is unlikely the only chromatin remodeler participating in the transcription process. In animals, different CHD proteins are required at the initiation, elongation, or termination phase of Pol II transcription [72, 73], indicating that their heterogeneous biochemical activities suit multiple aspects of the transcription cycle. The different effects of PKL and DRD1 on DNA methylation suggest they could function in different phases of Pol V transcription [56]. For example, CHD1 from yeast and Drosophila function during transcription elongation and facilitate reassembly and repositioning of nucleosomes after the polymerase [72, 74]. Although CHD remodelers can contribute to different aspects of transcription, they do not necessarily exhibit a strong association with Pol II. Interestingly, similar to CHD1, PKL primarily exists as a monomer in vivo [32, 75] and the *pkl* mutant exhibits reduced nucleosome occupancy at Pol V transcribed regions (Fig. 5). In addition, a number of genes/TEs that were derepressed in *pkl* were not due to decreases in DNA methylation (Fig. 6e), suggesting that a DNA-methylation independent role of PKL in promoting transcriptional silencing via its nucleosome remodeling activity. In the future, understanding the in vivo biochemical activity of PKL on the chromatin and its correlation with DNA methylation will be important.

## Conclusions

We found that the CHD3 protein PKL has an unexpected role in the regulation of DNA methylation levels at the loci targeted by RNA-directed DNA methylation. The changes in CHH methylation in *pkl* positively correlates with changes in Pol IV-dependent siRNAs and Pol V-dependent scaffold RNAs. These findings significantly advance our understanding of how RNA-directed DNA methylation can be regulated and highlight the diverse functions of CHD proteins in the regulation of chromatin activities.

## Methods

### Plant materials and growth conditions

Plants in the C24 ecotype (WT, *ros1-1*, *ros1-1 nrpd1*, *ros1-1 nrpe1*) carry a homozygous T-DNA insertion that contains the *pRD29A-LUC* and *p35S-NPTII* transgenes. For genetic screening, a T-DNA mutagenized and an EMS-mutagenized *ros1-1* populations were generated and screened for plants that show increased luciferase signals as described previously [50]. Plants were grown in growth chambers or air-conditioned rooms at 22 °C with 16 h-8 h light-dark cycle.

### DNA methylation analyses of individual loci

For southern blotting, genomic DNA was extracted from two-week-old Arabidopsis seedlings using the typical CTAB method. The genomic DNA was digested with a DNA methylation-sensitive restriction endonuclease (NEB) and 5 μg of the digested DNA was loaded into a 1% agarose gel and separated at 40 V for 12 h. Then southern blotting was performed following a standard protocol.

For individual bisulfite sequencing, genomic DNA was extracted from two-week-old seedlings using the Plant DNeasy Mini Kit (Qiagen). Then 2 μg of genomic DNA was subjected to sodium bisulfite treatment and purification using the EpiTect Plus Bisulfite Kit (Qiagen). Then locus-specific primers (Additional file 2: Table S5) were used to amplify regions of interested and the PCR product were cloned into the T-easy vector (Promega). At least 18 unique sequences from each genotype/locus was obtained and analyzed at the CyMATE website (http://www.cymate.org).

### RT-PCR

RT-PCR and qRT-PCR were performed as described previously [50]. Briefly Trizol reagent (Life Technologies) extracted total RNA was subjected to DNase I treatment (Ambion) and RT using Superscript III First Strand Synthesis Kit (Life Technologies). The synthesized complementary DNA (cDNA) was then diluted to 5–10 ng/μL and 5 μL was used for each RT-PCR or qRT-PCR reaction. For RT-PCR, the optimal PCR cycle number for each primer pair was empirically determined. The primers used for RT-PCR analyses are listed in the Supplementary Material (Additional file 2: Table S5).

### Analyses of Pol V-dependent transcripts

Detection of Pol V-dependent transcripts was performed by following a published protocol [29]. Briefly, total RNA was extracted from two-week-old seedlings using Plant RNeasy Mini Kit (Qiagen). The eluted RNA was treated with Turbo DNase I (Ambion) at 37 °C for 30 min. Then 2 μg of RNA without contaminated DNA was used for synthesis the first strand cDNA using SuperScript III First-Strand Synthesis System (Invitrogen) with the random hexamers. Then 200 ng of cDNA was used per real-time reaction using transcript-specific primers.

### Small RNA northern blotting

Northern blotting for small RNA analyses was performed as described previously [76]. Briefly, small RNAs were extracted using the TRIzol reagent and PEG precipitation and then separated on a 15% polyacrylamide gel at 200 V for 3–4 h. The small RNA was stained with ethium bromide and electro-transferred to the Hybond-N+ membrane (GE Lifesciences). Small RNA hybridization was carried out in PerfectHyb buffer (Sigma) overnight at 38 °C. Probes were produced by PCR amplification in the presence of [α-^32^P] dCTP. Primers used for generating the probes are listed in Additional file 2: Table S5.

### Whole-genome bisulfite sequencing and data analyses

Genomic DNA was extracted from two-week-old *pkl-1* seedlings using the Plant DNeasy mini kit (Qiagen) and sent to BGI (Shenzhen, China) for whole-genome bisulfite sequencing. For *clf-29* and the corresponding WT control, two-week-old seedlings were grown under the same conditions and sent to Core Facility for Genomics at Shanghai Center for Plant Stress Biology (PSC) for whole-genome bisulfite sequencing.

For the analyses of BS-seq data, first adapter sequences and low-quality reads (Q < 20) were trimmed and clean reads were mapped to the TAIR10 genome using BSMAP [77]. The method for the identification of total C DMRs (differentially methylated regions) was reported before [78]. For the identification of different types of DMRs (mCG, mCHG, and mCHH) we followed a published method [56]. Briefly, the genome was divided in 100-bp bins and CG, CHG, CHH methylation levels in each bin (covered at least four times) was calculated and compared between WT and mutant plants. Bins that show differences in DNA methylation levels (mCG > 0.4, mCHG > 0.2, mCHH > 0.1) were recorded and filtered based on Fisher’s exact test and multi-testing corrected *p* values (cutoff = 0.05). DMRs were generated by joining bins that are no more than 200 bp apart.

### Transcriptome sequencing and data analyses

Total RNAs were extracted from two-week-old WT, *pkl-1*, *nrpd1-3*, and *nrpe1-11* seedlings using Trizol reagent (Life Technologies). PolyT purification of messenger RNAs, stranded RNA library preparation and paired end sequencing were performed using Illumina reagents following the manufacturer’s instructions at Genomics Core Facility of PSC. For data analyses adapter sequences and low quality bases (q < 30) were trimmed and clean reads were mapped to the TAIR10 reference genome using the subread package. Read counts for both genes and TEs were produced using the featureCounts command and statistical testing was performed using the edgeR package in R [79].

### Small RNA sequencing and data analyses

Total RNA extracted from two-week-old WT, *pkl-1*, *nrpd1-3*, and *nrpe1-11* seedlings were separated on a PAGE gel and 18–30 nt fraction of the gel was cut for small RNA purification. Library preparation and sequencing were performed using Illumina reagents according to the manufacturer’s instructions at Genomics Core Facility of PSC. For data analyses, adapter sequences and low quality bases (q < 30) were trimmed and clean reads of size 18–30 nt were mapped to the TAIR10 genome after removing reads that can be mapped to annotated structural RNAs (rRNAs, tRNAs, snRNAs, and snoRNAs). Only uniquely mapped reads were used for downstream analyses. Read counts in every 100-bp bin of the genome were generated using bedtools coverage [80] and were normalized to reads per 10 million (RPTM) according to the total number of mapped reads (excluding structural sRNAs). Only bins with a normalized RPTM value of 24-nt sRNAs higher than 5 in any plant were retained for differential analyses using the edgeR package [79].

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed according to a published protocol [46]. Typically, two-week-old seedlings grown on ½ MS plates supplemented with 1% sucrose were used as the starting material. After crosslinking and nuclei extraction, the chromatin was fragmented using either directly sonication or sonication after MNase digestion. Afterwards soluble fraction of fragmented chromatin was incubated with anti-H3 (Abcam ab1791), anti-H3K27me3 (Millipore 07-449) or anti-H3K9me2 (Abcam ab1220) antibodies for overnight at 4 °C. After washing and reverse crosslinking, the immunoprecipitated DNA was then purified using PCI extraction and examined using gene specific primers by qPCR.

### Western blotting

After total proteins were extracted, the proteins were heated at 95 °C for 5 min before being separated on SDS-PAGE for Commassie Blue staining. A standard western blotting protocol was used with anti-AGO4 antibody (Agrisera, AS09617) at 1:5000 dilutions.

## Additional files

Additional file 1: Figure S1. *RDM18*/*PKL* promotes silencing at the *p35S-NPTII* transgene but does not affect DNA methylation levels. **Figure S2.** *RDM18* is required for proper methylation at RdDM target loci. **Figure S3.** Characterization of differentially methylated regions in the *pkl* mutant. **Figure S4.** Effects of *pkl* on 24-nt siRNA levels and AGO4 protein levels. **Figure S5.** Analyses on TEs and genes that are differentially expressed in mutants. **Figure S6.** Chromatin features of the RdDM loci. (PDF 6385 kb)

Additional file 2: Table S1. Statistics of RNA-seq data. **Table S2.** List of differentially expressed genes in the *pkl* mutant identified by RNA-seq. **Table S3.** List of differentially expressed TEs in the *pkl* mutant identified by RNA-seq. **Table S4.** Transcript level of genes involved in DNA methylation regulation. **Table S5.** List of primers used in this study. (XLSX 218 kb)

## Abbreviations

DEG: Differentially expressed genes
DMR: Differentially methylation regions
ncRNA: Non-coding RNA
nt: Nucleotide
PCR: Polymerase chain reaction
Pol IV: RNA polymerase IV
Pol V: RNA polymerase V
RdDM: RNA-directed DNA methylation
siRNA: Small interfering RNA

How the deposited data were processed for this re-analysis (not part of the article)

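Small RNA sequencing of 2-week-old *Arabidopsis* seedlings was analysed for WT, *pkl-1*, *nrpd1-3*, and *nrpe1-11*, with 3 libraries of each genotype. The authors trimmed adapters and bases with a quality under 30, removed reads of annotated rRNA, tRNA, snRNA, and snoRNA, and mapped reads of 18 to 30 nt to TAIR10. By the methods of the paper only uniquely mapped reads were used. The authors then counted 24-nt reads in 100-bp bins with bedtools coverage, in which a read across a border counts in both bins, and divided by the total of mapped reads of all lengths. The deposited values are therefore a signal per bin in RPTM, normalized by the authors for sequencing depth, and the replicates were deposited separately. The paper's text does not name the aligner or the version of any tool. The deposited table is one table for all libraries, and each of its 12 value columns names a genotype and a replicate, by which it was matched to the sample labels.

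Each value was checked to be a whole multiple of the value of 1 read, and this held for 100% of the values in the library with the lowest share. The reads of each bin and the mapped total of each library were recovered from these steps. In *pkl* replicate 1 a read is worth 0.991 RPTM, a step so close to 1 that it resembles rounding to whole numbers, and its reads rest on the multiples alone. Mapped reads per library ranged from 5598380 to 12390784, and the value of 3 reads, taken as the limit that a bin without reads allows, from 2.42 to 5.36 RPTM. These limits cover counting error only. Chromosome lengths of the reference used for annotation and sequence matches, which carries the TAIR10 nuclear sequence, were checked against the last bin of each chromosome, and no bin ended beyond its chromosome.

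Bins above 5 RPTM in at least 1 of the 12 libraries were analysed, 56658 of 57094. The paper used edgeR, and limma was chosen here for the main comparison because the deposited values are normalized. For each mutant, a linear model with a genotype term was fitted to log2(RPTM + 1) of the 3 mutant and 3 WT libraries by lmFit and eBayes with a trend in limma 3.58.1 under R 4.3.3. The tests were two-sided, p was adjusted by the Benjamini-Hochberg method over the analysed bins, and bins with an adjusted p under 0.01 were called DSRs, hyperDSRs if higher and hypoDSRs if lower than in WT. The analysis was tested on simulated data drawn from the WT means and the library sizes. The spread between their replicates was fitted to the deposited libraries as a trend with read level. Of 5000 bins changed by 8-fold among the 56658, limma recovered 66.1% with 12 false calls, and edgeR's quasi-likelihood test recovered 84.2% with 31 false calls. Among changed bins with a WT mean above 20 RPTM, the shares were 87.0% and 99.4%. When 200 bins were changed, limma recovered 16% and edgeR 70.5%, so that limma misses many changes when few bins change. In none of these simulations was a bin called in the wrong direction.

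Group values are means ± SD over the 3 libraries, and single values per library were compared by exact two-sided permutation tests, whose smallest p for 3 libraries against 3 is 0.1. Bins at basal level were defined as bins below 1 RPTM in a library among those with a WT mean above 5 RPTM. Profile similarity was the Euclidean distance of log2(RPTM + 1) over the analysed bins, with average linkage for clusters. Overlaps of DSRs were set beside 10000 random sets of bins drawn with the same distribution of WT levels. They were also set beside 20 simulations, in which unchanged mutant libraries shared WT libraries that were simulated as well. Changes of simulated libraries are given at DSRs called in the simulated data. For overlap percentages, the jackknife standard error over left-out libraries served as the spread against which alternatives were judged. Bins in which all libraries of a group had at most 3 reads were set to the value of 3 reads wherever a fold difference or a bounded median is given.

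The loci named are those the paper names whose primers or probes in Table S5, or whose gene annotation, place them in the reference next to an analysed bin, taken with 500 bp on each side. The bins named are the 3 with the largest increase and the 3 with the largest decrease among *pkl* DSRs whose 3 *pkl* libraries all lay above or all below the 3 WT libraries, with adjoining bins counted once. These rules, the main settings and the alternatives not marked otherwise were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 5, other filters on low bins or none, equal 24-nt totals or quantile normalization in place of the authors' scaling, a joint fit of all genotypes, a replicate block, an adjusted p of 0.05, a minimal absolute log2 fold change of 1, merging of adjoining bins, leaving out each library, and tests on the recovered reads by edgeR 4.0.16 and DESeq2 1.42.0. Those added after the data had been seen were a restriction to bins whose every 24-mer is unique in the reference, equal totals over nuclear bins outside the rDNA, sums over the same bins, edgeR's exact test with the authors' library sizes, bins without any read as a measure of basal level, and *nrpe1* DSRs called without the WT library that *pkl* is compared with. Sequence matches and set comparisons used Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

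Genes and TEs upregulated in *pkl* were taken from Tables S2 and S3, 274 genes and 22 TEs, of which 280 were placed by the annotation, 8 by primers, and 8 were not placed. A bin within the gene body or 1 kb on each side was found for 105 of them. Left out were 436 bins that never exceeded 5 RPTM, read lengths other than 24 nt, DNA methylation, transcript levels, and the northern and western blots, which were not analysed here. No transcript of the mutated genes is measured by these libraries, so the genotype labels were not checked on the mutated genes themselves.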

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

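All tests of explanations in this part were chosen only after the results they address had been seen.

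The first result is a signal in bins that the paper does not discuss, the 2 rDNA units on chromosomes 2 and 3. In *nrpd1* the 24-nt reads of these 118 bins were at 120.3% ± 4.89 of the WT level, and every *nrpd1* library was above every WT library (exact two-sided permutation test, p = 0.1, the smallest possible). In *nrpe1* they were at 116.7% ± 6.73 (exact p = 0.1) and in *pkl* at 109.0% ± 18.0 (exact p = 0.6). The summed level was 387148 ± 27212 RPTM in WT and 465707 ± 18935 RPTM in *nrpd1* (SD, n = 3). An origin of these reads in Pol IV transcripts is excluded as their main source, because nuclear bins outside the rDNA fell to 8.46% of WT in *nrpd1* while the rDNA did not fall. Reads of an rRNA gene that the removal of annotated structural RNAs missed are a candidate source. The 71 rDNA bins after the annotated 5.8S gene had a median of 3783 RPTM in WT, 25.9 times that of the 40 bins inside the annotated 18S and 5.8S genes, which had 146 RPTM. The units end at the last bin with a high WT level, so bins beyond it were left out. The ratio is therefore not independent of that choice.

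The rise above WT was compared with what a loss of other reads gives. A library that loses its Pol IV-dependent 24-nt reads holds a larger share of all its other reads. The fall in *nrpd1*, summed over nuclear bins outside the rDNA, would by itself put the rDNA at 111.9% of WT. Reads across a bin border count in both bins, so this sum exceeds the reads lost and 111.9% is an upper value for them. The observed 120.3% ± 4.89 is higher. However, the chloroplast and mitochondrial bins were at 120.9% ± 3.49 of WT in the same libraries, close to the rDNA, so the rise is not particular to the rDNA. The bins at or below 5 RPTM and the other read lengths, which also enter the total, were not analysed here. A change in library composition alone and a further rise of rDNA reads therefore cannot be told apart. An effect of the *nrpd1* mutation on rRNA fragments was not tested and stays open.

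The second result is a set of 80 *nrpd1* hyperDSRs among 47998 *nrpd1* DSRs, bins above the WT level that the paper does not discuss. They comprised 26 bins in protein-coding genes, 19 in miRNA genes, 15 in the chloroplast and mitochondrial genomes, 9 in genes of other structural RNAs, 6 in other genes, 4 intergenic bins, and 1 bin in a pseudogene. The miRNA share was 23.8%, against 0.411% of all analysed bins. The number depended on the scaling and the test and was 28 with DESeq2 and 4288 with quantile normalization, which forces equal distributions on *nrpd1* and WT. Examples chosen after their values were seen are the bins of MIR160c (AT5G46845), with 2.94 ± 2.80 RPTM in WT and 96.7 ± 29.7 in *nrpd1*, MIR319a (AT4G23713), with 3.36 ± 2.16 and 89.9 ± 7.99, and MIR158a (AT3G10745), with 190 ± 45.2 and 403 ± 64.7. The bin of MIR5020b (AT4G05855) had 17.1 ± 4.14 RPTM in WT, 239 ± 151 in *nrpd1*, and 299 ± 166 in *nrpe1*.

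Library composition was tested by scaling each library to its chloroplast and mitochondrial reads, which removes the rise to 120.9% of WT that these bins show. After this scaling 43 *nrpd1* hyperDSRs were called, and 14 of the 19 in miRNA genes were among them. Leaving out 1 library gave 10 to 13, and the other 9 splits of the 6 libraries gave 0 in either direction, with at most 1 miRNA bin at an unadjusted p under 0.05 in a direction, against 31 higher bins for the real split. Those splits mix both genotypes in each group, so they do not bear on composition. Of the 43 bins, 5 were chloroplast or mitochondrial, so the scaling did not level every bin it rests on. The calls that stayed after scaling argue against composition alone as the whole cause for these 14 bins, if organelle reads themselves did not change. Composition stays open for the other 5 bins in miRNA genes. The hyperDSRs do not stand for miRNA genes as a whole. Over the 233 bins in all annotated miRNA genes the median log2 fold change in *nrpd1* was −0.89, and 42.1% were higher than in WT. The 60 bins in miRNA genes with low numbers, a restriction chosen after the result was seen, had a median of 0.51, against 0.22 in organelle bins of the same WT level, and the 173 other bins one of −2.40. A shift in the length of miRNA reads toward 24 nt, a higher miRNA level, and a difference between library preparations were not tested and stay open, and reads of other lengths were not analysed here.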

How the results depend on the processing

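The comparisons with other splits of the libraries were chosen only after the results had been seen. For *pkl*, 1 of the 10 splits of the 6 libraries, the real one, gave as many DSRs as the 5769 reported. The other 9 splits gave 0 DSRs, and 575 to 2021 bins with an unadjusted p under 0.05 against 17070 for the real split. For *nrpd1*, 1 of the 10 splits gave as many DSRs as the real one, and the others gave 0 to 11. For *nrpe1*, 1 of the 10 splits did so, and the others gave 0, with 436 to 743 bins at an unadjusted p under 0.05. Since 3 libraries against 3 make only 10 splits, the share of splits cannot fall under 0.1 whatever the data, so that this count decides nothing about chance.

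Among the results that answer a comparison, 236 values under alternative settings were unchanged and 59 moved. Unchanged means the same direction and the same side of the threshold for a result with a test, a shift smaller than the spread between replicates for a value without a test, and a count within 1.5 times. Results with a test could therefore change in size and still be counted as unchanged. With nuclear bins outside the rDNA alone, the *nrpd1* total went from 38.6% to 8.46% of WT and the *nrpe1* total from 60.4% to 39.7%. The log2 difference between *nrpd1* and *nrpe1* at *pkl* DSRs went from −1.16 to −3.12 with a pseudocount of 0.1 and to −0.52 with 5, and the WT level at *pkl* hyperDSRs from 4.01 to 9.88 RPTM with DESeq2. The share of *pkl* hyperDSRs lower in *nrpe1* went from 71.8% to 43.1% under quantile normalization, so that most were no longer lower. For the others, the named loci, the named bins and the hyperDSRs of *nrpd1* and *nrpe1*, 193 values were unchanged by the same rules, 23 moved, all of them counts of *nrpd1* or *nrpe1* hyperDSRs, and 2 reversed. Named loci were judged by direction, and within the primer match alone *pkl* at IGN5 went from 66.6% to 4.28% of WT, *nrpe1* at PVS3 from 49.7% to 3.24%, and *nrpe1* at IGN27 from 26.4% to 1.57%. The log2 fold changes of the named bins kept their sign and side of the threshold, while the highest went from 7.74 to 11.05 with a pseudocount of 0.1 and to 5.44 with 5. The moved counts ranged from 28 to 4288 in *nrpd1* and from 177 to 8140 in *nrpe1*. The cause was not tested for any of the changes below, apart from those that follow from fewer tested bins, fewer libraries or a different threshold.

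With a pseudocount of 0.1, 2157 *pkl* DSRs were called, 354 hyperDSRs and 1803 hypoDSRs, with 10239 DSRs in *nrpe1*. The overlap of *pkl* hypoDSRs with *nrpe1* DSRs was 66.7%, and 80.8% of *pkl* hyperDSRs were lower in *nrpe1*. With a pseudocount of 5, 97.9% of hypoDSRs were lower in *nrpe1*. At an adjusted p of 0.05, a looser threshold, 9995 *pkl* DSRs were called, 2308 hyperDSRs and 7687 hypoDSRs, of which 64.3% and 96.2% were lower in *nrpe1*. Bins with a mean of at least 5 RPTM gave 26320 *nrpd1* DSRs, because fewer bins were tested, and 75.2% of *pkl* hyperDSRs lower in *nrpe1*. Merging adjoining bins left fewer units to test and gave 3629 DSRs in *pkl*, 724 hyperDSRs and 2905 hypoDSRs, 28208 in *nrpd1*, and 10539 in *nrpe1*. In a joint fit of all genotypes, 65.1% of hyperDSRs and 96.3% of hypoDSRs were lower in *nrpe1*.

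With equal 24-nt totals, *pkl* had 2232 hyperDSRs, and 60.3% of them and 95.1% of hypoDSRs were lower in *nrpe1*. Quantile normalization gave 3377 *pkl* hyperDSRs and 10617 *nrpd1* DSRs, with an overlap of *pkl* and *nrpd1* of 37.2%. Of the *pkl* DSRs, 43.1% of hyperDSRs and 93.3% of hypoDSRs were then lower in *nrpe1*, and *pkl* was lower at 54.4% of *nrpe1* DSRs. With equal totals over nuclear bins outside the rDNA, a scaling chosen after seeing the data, there were 3633 *pkl* hyperDSRs, the overlaps were 66.3% with *nrpd1* and 49.7% with *nrpe1*, and 65.9% for hypoDSRs with *nrpe1*. Under it 51.6% of hyperDSRs and 93.1% of hypoDSRs were lower in *nrpe1*, and *pkl* was lower at 53.9% of *nrpe1* DSRs. Among the tests on recovered reads, edgeR's quasi-likelihood test with TMM gave 3520 *pkl* hyperDSRs, an overlap with *nrpd1* of 80.5%, and 62.4% of hyperDSRs and 97.2% of hypoDSRs lower in *nrpe1*. The exact test of edgeR with TMM gave 8898 *pkl* DSRs, 3715 of them hyperDSRs, 29782 *nrpd1* DSRs, an overlap of 75.4%, and 60.4% and 97.05% of hyperDSRs and hypoDSRs lower in *nrpe1*. DESeq2 gave 1926 hyperDSRs and 3004 hypoDSRs in *pkl* and an overlap with *nrpd1* of 82.9%. The median log2 fold change of all bins in *pkl* was −0.31 with the authors' scaling, −0.08 with equal totals, 0.04 with quantile normalization, 0.09 with equal totals outside the rDNA, −0.01 with TMM in either test of edgeR, and −0.01 with DESeq2.

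A restriction to bins whose every 24-mer is unique, chosen after seeing the data, leaves fewer bins and gave 1985 DSRs in *pkl*, 379 hyperDSRs and 1606 hypoDSRs, 12268 in *nrpd1*, and 3725 in *nrpe1*, with 67.5% of *pkl* hyperDSRs lower in *nrpe1*. For basal levels, 75.3% of bins in *nrpd1* were basal among those with a WT mean above 20 RPTM, and 34.7% in *nrpe1* with a limit of 10% of the WT mean.

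With the replicate block, 7802 DSRs were called in *pkl*, 1665 of them hyperDSRs, and 97.7% of hypoDSRs were lower in *nrpe1*. The numbers do not pair the libraries, since the correlation of deviations of same-numbered WT and *pkl* libraries was 0.168, 0.040, and 0.062, and for WT and *nrpd1* and WT and *nrpe1* it ranged from −0.009 to 0.059. The named bins stayed past the threshold with the block.

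Leaving out 1 library at a time gave 2638 to 6135 *pkl* DSRs, 478 to 1852 hyperDSRs, 2097 to 5180 hypoDSRs, and 10640 to 16134 *nrpe1* DSRs. Of the *pkl* DSRs, 98.1% to 99.4% of hypoDSRs and 58.6% to 77.5% of hyperDSRs were then lower in *nrpe1*. Without WT replicate 1, 2, or 3, *pkl* DSRs were 2766, 2753, and 2638, hypoDSRs 2213, 2177, and 2097, and *nrpe1* DSRs 11332, 10640, and 10844. The hyperDSRs were 1852 without *pkl* replicate 1, 478 without replicate 2, 531 without replicate 3, and 553, 576, and 541 without WT replicate 1, 2, or 3. Fits with fewer libraries have less power, which does not explain the rise without *pkl* replicate 1. The median log2 fold change near genes and TEs upregulated in *pkl* ranged from −0.81 to −0.39, and its one-sided permutation p passed below 0.05 without WT replicate 1 (0.0146), WT replicate 3 (0.0412), or *pkl* replicate 1 (0.0302). The other 154 leave-one-out values of these results were unchanged by the rules above, which let the WT level at *pkl* hyperDSRs go to 1.97 RPTM without WT replicate 1 and 8.45 RPTM without *pkl* replicate 1, and the *pkl* basal share, with its SD of 6.69, to 3.65% without *pkl* replicate 1. Of the remaining results, 323 leave-one-out values were unchanged, 5 counts of *nrpe1* hyperDSRs moved (201 to 422 over all fits), and 8 reversed.

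The *pkl* level as a percentage of WT reversed at named loci whose libraries overlap those of WT. Within the primer match alone it was 259.0% at PVS1 and 51.3% at PVS4, where the main windows gave 97.05% and 119.6%. The 8 reversals came at soloLTR without *pkl* replicate 2 (97.8%) or 3 (88.4%), IGN32 without WT replicate 1 (108.9%) or *pkl* replicate 1 (104.6%), PVS1 without WT replicate 3 (101.1%) or *pkl* replicate 1 (120.8%), and PVS4 (91.3%) and PVS5 (98.6%) without *pkl* replicate 3. Over the fits that each left out 1 library it ranged from 88.4% to 134.5% at soloLTR, from 84.4% to 108.9% at IGN32, from 80.3% to 120.8% at PVS1, from 91.3% to 148.0% at PVS4, and from 98.6% to 118.05% at PVS5. The cause was not tested. No value was obtained for RD29A and ROS1, which hold no analysed bin, for NRPD1 except with 1000 bp on each side, for the primer matches of IGN20, PVS5, and PVS6 and the gene NRPE1 without flanks, for siRNA1003 with flanks, and for named bins that the merged regions or the restriction to unique 24-mers do not contain.

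The depth limits what can be said at low levels. Of the 5769 *pkl* DSRs, 3832 had at most 3 reads in every library of both *nrpd1* and *nrpe1*, so that their levels cannot be ranked between these mutants. In *nrpd1*, 94.2% of the 52827 bins above that limit in WT or *nrpd1* had at most 3 reads in all 3 libraries. In simulated data limma recovered 66.1% of 5000 bins changed by 8-fold and 87.0% of those with a WT mean above 20 RPTM, but 16% when only 200 bins were changed, so that many changes are missed, more often at low bins.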

Differences from the paper's values

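The comparisons with alternatives chosen after seeing the values are marked as such. The paper reports 1691 hyperDSRs in *pkl*, and the limma comparison of the deposited values gave 1124. Of the 22 alternatives set before the data were examined, 8 gave a number within 1.5 times the paper's value. These were the pseudocount of 5 (1641), bins above 10 RPTM (1219), equal 24-nt totals (2232), the replicate block (1665), an adjusted p of 0.05 (2308), edgeR's quasi-likelihood test with the authors' library sizes (1458), DESeq2 (1926), and the fit without *pkl* replicate 1 (1852). The other 14 did not, namely the pseudocount of 0.1 (354), bins with a mean of at least 5 RPTM (1036), no filter on bins (1064), quantile normalization (3377), the joint fit (1034), the minimal absolute log2 fold change of 1 (1124), merged bins (724), edgeR with TMM by the quasi-likelihood test (3520) or the exact test (3715), and the 5 other fits with 1 library left out (478 to 576). Of the alternatives chosen after seeing the values, edgeR's exact test with the authors' library sizes gave 1573, while equal totals outside the rDNA gave 3633 and the restriction to unique 24-mers 379. No setting gave exactly the paper's value.

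Other statements of the paper were compared in words. The paper states that most *pkl* DSRs, both those with more and those with less siRNA, are also affected in *nrpe1* (Fig. 4b). By calls, this held here for hypoDSRs, with 84.9% shared, but not for hyperDSRs, of which 27.9% were *nrpe1* DSRs. The hyperDSR share was between 21.4% and 42.2% under the alternatives that keep all libraries, including those chosen after seeing the data. It was between 17.0% without WT replicate 3 and 40.7% without *pkl* replicate 1. With few reads a missing call does not show an absence of change, so calls cannot decide this for hyperDSRs. Of the 1124 hyperDSRs, 361 had at most 3 reads in every WT and *nrpe1* library. Only 61.9% were called in *nrpd1*, where 87.2% had no read. The *nrpe1* overlap exceeded that of random sets with the same WT levels (20.7% on average). In *nrpe1*, 71.8% of hyperDSRs were lower, beside 67.6% of all bins, and 43.1% under quantile normalization. The paper describes hyperDSRs as regions with medium siRNA levels in WT (Fig. 4c). Here their median in WT was 4.01 RPTM, at percentile 20.0 of all bins, and the discussion of the paper itself calls the levels of such regions low. The low level did not hold under every setting. The median was 8.45 RPTM without *pkl* replicate 1 or with quantile normalization and 9.88 RPTM with DESeq2, above the 8.03 RPTM of all bins, and 1.97 RPTM without WT replicate 1.

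The methods of the paper state that only reads mapped to a single place were used. Here 5102 nuclear bins in which every 24-mer occurs more than once in the reference held a median of 7.79 RPTM in WT. The methods also retain bins above 5 RPTM, and 436 bins of the deposited table reached this level in none of the 12 libraries.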

Other observations

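The tests in this part were chosen only after the results had been seen, except those on whether each multi-mapped read was counted at 1 place, on the loss of siRNA near upregulated genes and TEs, and on reads shared between copies.

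Reads that map to several places appear to have been counted. The 5102 nuclear bins with no unique 24-mer had a median of 7.79 RPTM in WT, beside 7.32 RPTM in the 14788 bins whose every 24-mer is unique, where counting of uniquely mapped reads alone would leave the former near 0. In 52 pairs of bins with identical sequence, the adjoining bases included,, both bins were in the table, and in 16 pairs only 1 was. None of the 52 pairs had equal reads in all 12 libraries. The median absolute log2 ratio of the bins of a pair was 0.20 in WT, against 1.11 for shuffled pairs. The squared difference of their reads, divided by their reads, was 1.02, and random placement of each read at 1 of its 2 places gives a value near 1. With the 16 other pairs included and their missing bin set to 0 reads, it was 1.16. This is consistent with each multi-mapped read having been counted at 1 place drawn at random. Values of repeated bins are therefore shared between copies and do not belong to a single locus. No biological explanation was tested.

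The next values cover only the nuclear *nrpd1* hypoDSRs, bins chosen for their fall in *nrpd1*. There, 24-nt reads in *nrpd1* replicate 2 remained at 1.10% to 1.89% of the WT level over classes of WT level. In replicates 1 and 3 they remained at 0.209% to 0.627%. A carry-over of reads from WT libraries or plants alone is argued against. The excess was 5.26% of the WT level at the 693 *pkl* hyperDSRs that were hypoDSRs in *nrpd1*. It was 0.851% at 4582 of the 4584 *pkl* hypoDSRs that were hypoDSRs there too. This is a ratio of 6.18 where 1 would be needed. Relative to the summed levels of WT, *pkl*, and *nrpe1* replicate 2, the shares were 0.769% and 0.644%, a ratio of 1.19. A carry-over from the pool of replicate 2 may explain most of the excess, but the weight of each library in a pool is unknown, so that it cannot be told apart from residual siRNAs that follow the same loci. These are values of a single library.

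The genes and TEs listed as upregulated in *pkl* in Tables S2 and S3 were examined on the hypothesis that they lose siRNA. Of 296, 8 could not be placed, and 105 had an analysed bin in the body or within 1 kb. Their median log2 fold change was −0.58, and that of 10000 random sets of genes with the same WT level was −0.42 (from −0.63 to −0.22 in the central 95%), with a one-sided permutation p of 0.0685. With all libraries the set thus lay low but did not pass a threshold of 0.05. Of 6 fits that each left out 1 library, 3 passed it by the same test, so the call depends on single libraries. Their p was 0.0146 without WT replicate 1, 0.0412 without WT replicate 3, and 0.0302 without *pkl* replicate 1. With 105 members a small loss cannot be told apart from none. With the body only, p was 0.176, and with the upstream 1 kb only, 0.184. For the opposite hypothesis, a gain of siRNA at these genes, the share with a hyperDSR was 8.57%, against 8.98% in random sets (97.5% of sets up to 15.2%). There was no excess, but with 9 such loci a small gain cannot be told apart from none. The largest gain in the set, chosen after its values were seen, was at AT4G04409, a pseudogene on chromosome 4 from 2184420 to 2184717. Over 13 bins within 1 kb, of which 11 were hyperDSRs, it had 33.3 ± 7.62 RPTM in WT, 974 ± 545 in *pkl*, 83.9 ± 34.5 in *nrpd1*, and 34.2 ± 3.28 in *nrpe1* (SD, n = 3). Of its 24-mers, 27.9% occur more than once in the reference, so part of the reads may belong to other copies.

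Annotated pseudogenes held 7.90% of *pkl* DSRs, against 13.7% on average in random bins of the same WT level (lowest of 10000 sets 12.1%) and 23.8% of all nuclear bins compared. The share was 11.7% for hyperDSRs (random 28.2%) and 6.98% for hypoDSRs (random 10.2%), and *nrpe1* DSRs showed 4.88% (random 14.2%). A candidate technical explanation is that reads shared between copies of repeated sequences hide changes of single copies. Among the 2091 *pkl* DSRs whose every 24-mer is unique, 5.88% lay in pseudogenes, against 14.0% in random bins of the same kind, so the depletion stayed where reads cannot be shared. A lower sensitivity to *pkl* of siRNAs in annotated pseudogenes, most of which are transposon genes, remains as a hypothesis. It was found and tested on the same data. Transposable elements outside annotated genes and pseudogenes count as intergenic here, so the depletion does not cover transposons as a whole.

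The northern blots of the paper were made in the *ros1-1* background, and the values of the loci they cover are given here for the *pkl-1* single mutant. The match of the AtSN1 primers lies on chromosome 3 from 15794544 to 15794785, outside annotated genes and pseudogenes. The paper calls AtSN1 a transposon. With 500 bp on each side the match had 125 ± 25.2 RPTM in WT, 210 ± 33.6 in *pkl*, 0.496 ± 0.858 in *nrpd1*, and 9.07 ± 7.84 in *nrpe1* (SD, n = 3). All *pkl* libraries were above all WT libraries (exact two-sided permutation test, p = 0.1, the smallest possible), while the paper reports lower siRNA at AtSN1 in *ros1-1 rdm18-2*. At soloLTR (chromosome 5, 9872429 to 9872874, intergenic) the levels were 180 ± 10.4 in WT and 193 ± 87.8 in *pkl* (exact p = 0.9). The siRNA1003 probe matched the reference at 205 places, and the 151 bins at these places summed to 3092 ± 256.2 RPTM in WT, 1242 ± 472 in *pkl*, 26.1 ± 16.7 in *nrpd1*, and 652 ± 122 in *nrpe1* (exact p = 0.1 for each mutant). All *pkl* libraries were below all WT libraries there, at 40.2% of WT on average, while the paper reports no significant change at siRNA1003 in *rdm18*. The AtMu1 primers could not be placed as a pair.

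Of 17 named loci with an analysed bin, *pkl* was below all WT libraries at 9, above them at 1, and overlapping at 7, where chance separates the libraries completely at 10% of loci. The *nrpd1* libraries were below at 16 and above at 1, and the *nrpe1* libraries were below at 16 and overlapping at 1. At Pol V target loci the *pkl* level was 12.8% of WT at PVS2, 21.4% at IGN25, 32.4% at IGN28, 36.1% at PVS6, 61.9% at PVS3, 62.6% at IGN27, and 66.6% at IGN5. At the primer match alone it was 1.87% at PVS2, 10.6% at IGN25, 23.6% at IGN28, 64.2% at PVS3, and 4.28% at IGN5, all below the WT libraries, while at IGN27 it was 69.6% and overlapped WT (exact two-sided permutation test, p = 0.4). It did not separate from WT at IGN20, IGN32, PVS1, PVS4, and PVS5. The exception in *nrpd1* is a bin inside PKL (AT2G25170) that overlaps the miRNA gene MIR862 (AT2G25171), with 8.43 ± 0.865 RPTM against 0.424 ± 0.734 in WT. The gene NRPE1 held no analysed bin, and 1 bin within 500 bp of it had 9.80 ± 1.58 RPTM in WT and 2.41 ± 0.884 in *pkl*.

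The level of nuclear bins outside the rDNA had an SD of 23.6% of the WT mean in *pkl*, against 1.68% in WT, 1.38% in *nrpd1*, and 4.77% in *nrpe1*. In *pkl* replicates 1, 2, and 3, the rDNA bins were at 129.8%, 97.4%, and 99.9% of the WT mean, and the organelle bins at 94.1%, 114.5%, and 129.8%. The median log2 change from WT at the bins that fell in *nrpd1* was −1.01, −0.33, and −0.10 in the same order, and at the 850 nuclear bins without a call in *nrpd1* it was −0.04, −0.31, and −0.24. No explanation was tested.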
